# Gene Expression Rhythms in the Mussel *Mytilus galloprovincialis* (Lam.) across an Annual Cycle

**DOI:** 10.1371/journal.pone.0018904

**Published:** 2011-05-05

**Authors:** Mohamed Banni, Alessandro Negri, Flavio Mignone, Hamadi Boussetta, Aldo Viarengo, Francesco Dondero

## Abstract

Seasonal environmental changes may affect the physiology of *Mytilus galloprovincialis* (Lam.), an intertidal filter-feeder bivalve occurring commonly in Mediterranean and Atlantic coastal areas. We investigated seasonal variations in relative transcript abundance of the digestive gland and the mantle (gonads) of males and females. To identify gene expression trends – in terms of relative mRNA abundance- we used a medium-density cDNA microarray (1.7 K probes) in dual-color competitive hybridization analyses. Hierarchical clustering of digestive gland microarray data showed two main branches, distinguishing profiles associated with the “hot” months (May–August) from the other months. Genes involved in chitin metabolism, associated with mussel nutrition and digestion showed higher mRNA levels during summer. Moreover, we found different gene transcriptomic patterns in the digestive glands of males when compared to females, during the four stages of mussel gonadal development. Microarray data from gonadal transcripts also displayed clear patterns during the different developmental phases respect to the resting period (stage I) with peak relative mRNA abundance at the ripe phase (stage III) for both sexes. These data showed a clear temporal pattern in transcriptomic profiles of mussels sampled over an annual cycle. Physiological response to thermal variation, food availability, and reproductive status across months may contribute to variation in relative mRNA abundance.

## Introduction

Physiological ecologists have often sought to link the internal processes of organisms with environmental factors controlling those processes in order to understand the broader distributions of populations and species. The physiological strategies that enable organisms to thrive in habitats where environmental factors vary dramatically on a month/season basis are poorly understood. The marine mussel *M. galloprovincialis* is commonly found in the Mediterranean and Atlantic Ocean coastal areas and plays a significant role in coastal ecology [1]. *M. galloprovincialis* has been extensively used in biomonitoring projects through the application of a battery of physiological and cellular markers that have yielded evidence of a stress syndrome and demonstrated the biological risk associated with polluted environments [2]. Mussels are particularly useful in this context because they inhabit regions of differential pollution status, accumulate xenobiotics, and are sessile. However, in the natural environment, the seasonal cycle is a strong determinate of invertebrate physiology (growth, reproduction, immunity) [3], [4]. Changes in environmental factors resulting from seasonal change may therefore powerfully affect the normal metabolic activities of mussels [5], [6].

In marine bivalves, studies examining physiological performance across large temporal scales have employed relatively basic proxies such as, growth rates [7], nutrient composition [8], reproductive output [9], [10] or specific gene pattern [11]. Although such work has led to great advances in our understanding of how individuals perform in response to specific environmental conditions, the next challenge is to enhance understanding of the impact of multiple environmental parameters on physiological performance of organisms across large temporal scales.

Recently, genomics-based approaches have allowed a unique view into the mechanisms underlying suites of metabolic processes. Notably, transcriptomics, the simultaneous measurement of thousands mRNAs in a biological sample, has proved to be a robust tool, enhancing our understanding of many important physiological processes in marine biosystems [5], [6]. The accessibility of new genomic resources, high-throughput molecular technologies and analytical approaches such as genome scans have made finding genes contributing to fitness variation in natural populations an increasingly feasible task [12], [13].

This work describes the first assessment involving the use of transcriptomic analysis in studying global molecular changes across an annual cycle survey in two different tissues of a wide-distributed marine ecologically relevant species. Moreover, we report that sex specific transcriptional patterns take place during gonadal developmental stages in the bivalve's tissues and that mussels' gonadal developing and maturation is driven by gene expression changes.

## Results

### Gene expression profile in *Mytilus galloprovincialis* female digestive gland during the annual cycle

The main goal of our investigation was to use large-scale gene expression profiling to study a range of physiological pathways related to abiotic and physiological events occurring across large temporal scales (annual cycle) in a natural population of an ecologically relevant species, the mussel *Mytilus galloprovincialis* (Figure 1). Using a 1.7-K feature cDNA microarray, we generated transcriptome profiles for female digestive glands over 12 months. Microarray analysis yielded distinct patterns for 295 genes differentially expressed in at least one condition (differentially expressed genes, DEGs) (Figure 2; Dataset S1).

**Figure 1:**
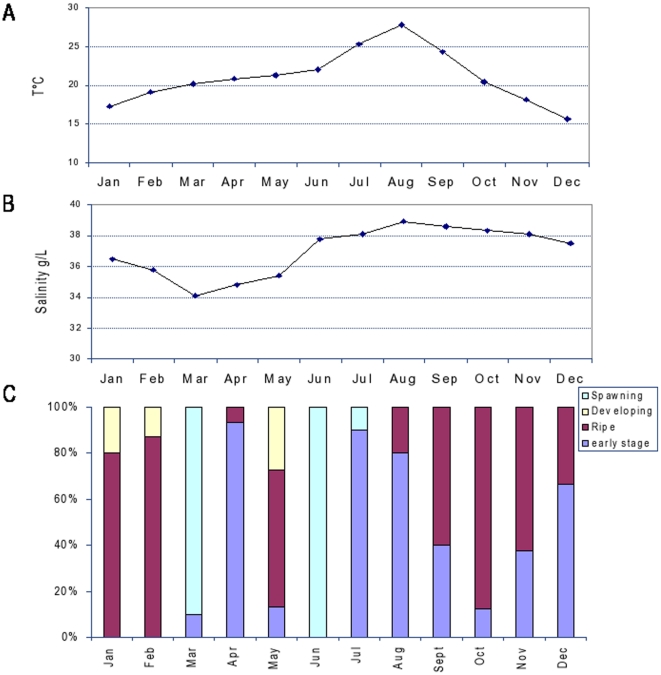
Temporal changes of mean water temperature (A), salinity (B) and gonad development (C) across an annual cycle in mussel *Mytilus galloprovincialis* (Lam.) from Bizerta lagoon (Tunisia). Note that sampling periods were as follows: March-December 2007; January–April 2008.

**Figure 2:**
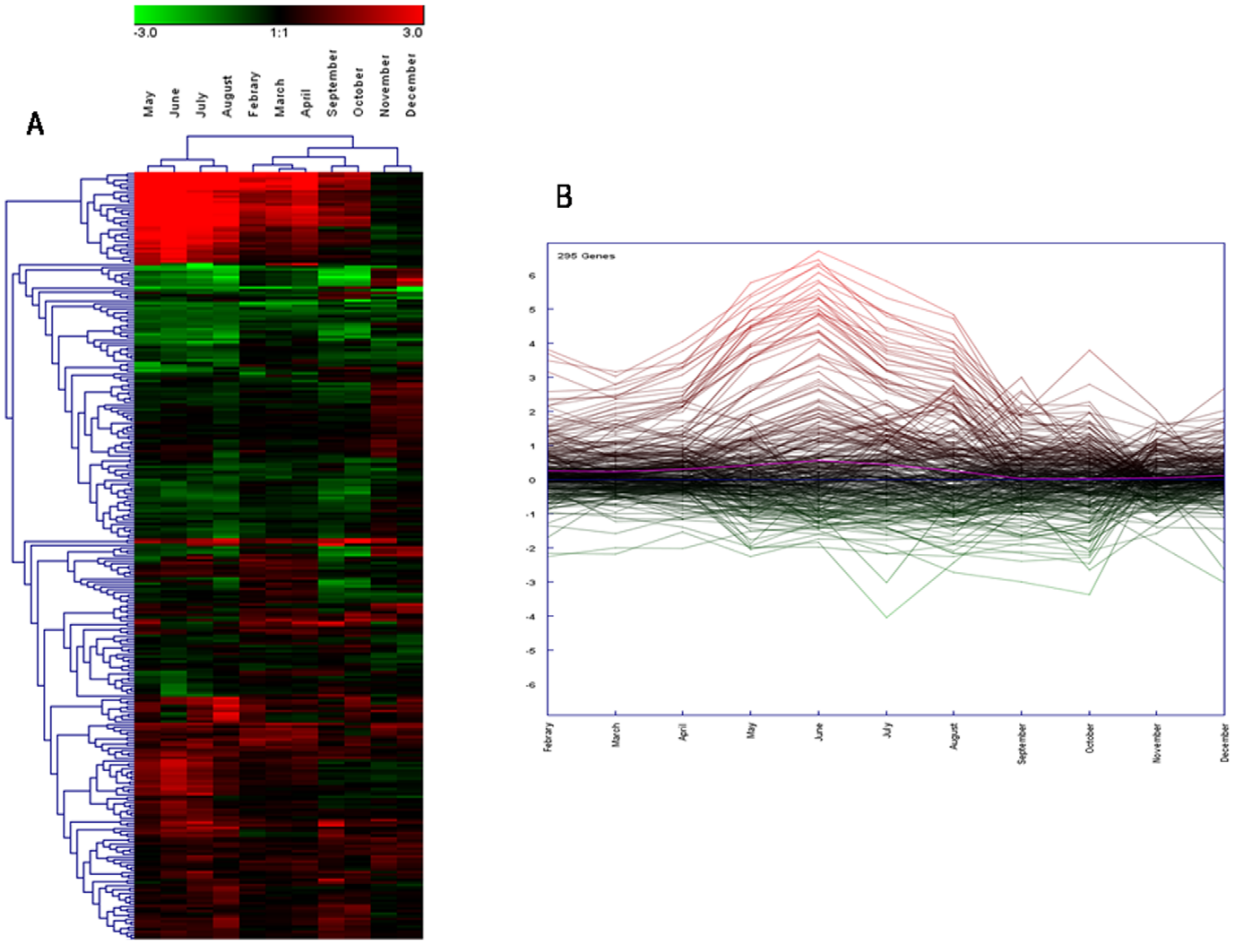
*Mytilus galloprovincialis* gene expression profiles of digestive gland tissue across the annual cycle. The heat map (A) (Pearson correlation, complete linkage algorithm) and the expression view plot (B) report the log2 relative expression level with respect to the selected reference condition (January). 295 differentially expressed genes were generated in at least one condition. Microarray data were analyzed using the Linear Mode for Microarray Analysis (LIMMA) software as described in [50]. B statistics with adjusted p value <0.05 and B>0 were used as threshold for rejection of the null hypothesis (no variation). Supporting information to Figure 2 is present on Dataset S1.

To obtain more clues about the major patterns of temporal gene expression over 12 months, we performed a K-mean cluster analysis to identify distinct clusters (Figure 3; Dataset S2). Furthermore we carried out gene ontology terms enrichment analysis to identify the significant biological processes relative to each group (Table 1).

**Figure 3:**
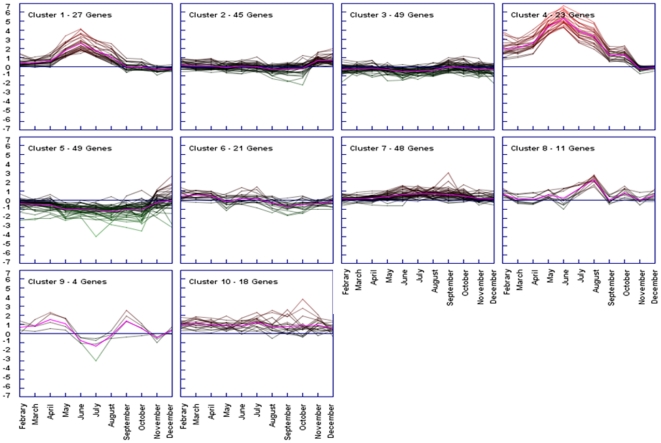
Decomposition of gene expression profile. The k-means algorithm was used for the computation of different gene expression trends in the set of 295 unique genes whose expression was modulated in female digestive gland across the annual cycle (Fig 2 and Dataset S1). K-means is an iterative procedure aimed to reduce the variance to a minimum within each cluster [55], [56]. A tendency curve (centroid) is also depicted (pink solid line). In further analysis, genes included in clusters 1 and 4 were considered together as the two groups differed only for the intensity of relative mRNA abundance. Supporting information to Figure 3 is present on Dataset S2.

**Table 1:** GO term over-representation analysis of k-means clustered genes.

Cluster	Level	GO Term	N	Gene ID
**1–4**	4	carbohydrate metabolic process	9	AJ625361, AJ623376, AJ626213, AJ625569, AJ625778, AJ624637, AJ624093, AJ625051, AJ625276
	3	multicellular organismal development	2	AJ626213, AJ623925
	3	catabolic process	7	AJ625525, AJ623376, AJ625569, AJ625778, AJ624637, AJ624093, AJ625051
**2**	2	Cellular componenet organization	8	AJ624894, AJ623937, AJ516886, AJ516796, AJ625032, AJ625091, AJ625595, AJ626097
	4	nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	4	AJ624894, AJ516428, AJ623499, AJ624625
	4	carbohydrate metabolic process	3	AJ516428, AJ516541, AJ625979
	6	protein modification process	2	AJ516541, AJ625979
	3	biosynthetic process	4	AJ623499, AJ516541, AJ624625, AJ625979
	5	ion transport	2	AJ623499, AJ624625
	3	regulation of biological process	2	AJ516886, AJ624894
	4	generation of precursor metabolites and energy	2	AJ623499, AJ624625
**3**	5	signal transduction	5	AJ625058, AJ623860, AJ624502, AJ624437, AJ625339
	3	multicellular organismal development	9	AJ626467, AJ625058, AJ624878, AJ626179, AJ624502, AJ625655, AJ624125, AJ625893, AJ624437
	2	growth	2	AJ624878, AJ626179
	4	cell differentiation	2	AJ625058, AJ624502
	3	anatomical structure development	3	AJ625058, AJ624502, AJ625655
	2	cellular component organization	3	AJ625058, AJ624502, AJ625655
	4	anatomical structure morphogenesis	3	AJ625058, AJ624502, AJ625655
**5**	4	Protein metabolic process	5	AJ625244, AJ624144, AJ624363, AJ624341, AJ516741
	3	organelle organization	3	AJ516600, AJ516663, AJ516582
	3	regulation of biological process	6	AJ516600, AJ516735, AJ516895, AJ516759, AJ625244, AJ624834
	2	growth	3	AJ516895, AJ516600, AJ516759
	4	gene expression	3	AJ516600, AJ625244, AJ623532
	2	catabolic process	4	AJ625903, AJ625142, AJ624454, AJ624363
	4	anatomical structure morphogenesis	2	AJ516600, AJ516735
	3	cellular macromolecule biosynthetic process	2	AJ516600, AJ516735
	2	multicellular organismal development	3	AJ516735, AJ516895, AJ516600
**6**	3	response to stress	2	AJ623546, AJ624410
**7**	3	catabolic process	3	AJ625903, AJ625142, AJ624454
	4	carbohydrate metabolic process	2	AJ625903, AJ625142
	2	cellular process organization	2	AJ625862, AJ624454
	6	translation	9	AJ625894, AJ624593, AJ625505, AJ624922, AJ626199, AJ624426, AJ624925, AJ624454, AJ626374
	3	regulation of biological process	2	AJ624454, AJ625862
	4	generation of precursor metabolites and energy	2	AJ625903, AJ625142
**8**	6	transcription	3	AJ624130, AJ625043, AJ625243
	3	regulation of biological process	3	AJ624130, AJ625043, AJ625243
**9**	5	cellular protein process	2	AJ624501, AJ624087
**10**	4	symbiosis, encompassing mutualismthrough parasitism	2	AJ624509, AJ623481

Gene Ontology terms enrichment analysis was carried out comparing the GO term frequency distribution into each cluster against that in the whole microarray set (hypergeometric statistics, p<0.05). Only the lowest node per branch of the hierarchical structure of the Gene Ontology that fulfills the filter condition - cut off 2 sequences- was reported. Cluster 1 and 4 were merged into a unique group as they presented the same temporal expression patterns and only differed for the intensity. Shown are: Cluster, the number of cluster obtained from k-means analysis (see Figure 3); Level, level in the GO tee of biological processes; GO Term, over-represented feature; N, number of mussel sequences associated to each GO term; Gene ID, EMBL accession number of each sequence found.

We also carried out real-time quantitative PCR (Q-PCR) to confirm and refine the relative transcription levels of 13 genes belonging to the most important clusters resulting from the K-mean cluster analysis, including heat shock protein (HSP 90), three chitinases, two metallothionein genes (mt10 and mt20), elongation factor-1, lethal giant larvae homologue-2, mam domain containing glycosylphosphatidylinositol anchor-1, matrilin, p53-like protein gene, nadh dehydrogenase subunit 5 (nd5), vitelline coat lysin m7. Microarray and Q-PCR data showed a positive correlation in, all cases, except p53-like (see Figure S1).

### Differences between male and female digestive gland transcripts across reproductive stages

Male and female digestive gland RNA extracts were evaluated during the four developmental stages of gonads according to Lowe (1982). mRNA levels evaluated by means of dual-color microarray hybridizations revealed a total of 80 (91% upregulated), 22 (36% upregulated), 49 (80% upregulated), and 32 (87% upregulated) DEGs between males and females, respectively, during the early stage, ripe, developing, and spawning stages (winter peak, from November to March) (see also Dataset S3). Functional genomics analysis based on gene ontology (GO) term enrichment statistics (hypergeometric stats, p<0.05) was carried out to identify qualitative differences between the biological processes putatively occurring in males and females (Table 2). Interestingly, differences were not related to gonadal development but to metabolic processes, in particular chitin metabolic processes and some bio-synthetic processes.

**Table 2:** GO term over-representation analysis of sex specific genes in the digestive tissue across the four stage of gonadal development.

Stage	Level	GO Term	N	Gene ID
**1**	4	carbohydrate metabolic process	7	AJ624093, AJ625778, AJ624637, AJ625361, AJ625051, AJ623376, AJ625276
	6	translation	8	AJ625361, AJ516364, AJ624922, AJ625505, AJ625894,AJ516444, AJ626199, AJ625269
	2	regulation of biological process	3	AJ516444, AJ626199, AJ625269
	3	catabolic process	6	AJ624093, AJ625778, AJ624637, AJ625051, AJ623376,AJ625525
**2**	3	primary metabolic process	5	AJ626199, AJ626374, AJ625487, AJ625525, AJ626329
	3	regulation of biological process	3	AJ626199, AJ626374, AJ625487
	2	cellular process	3	AJ625525, AJ623925, AJ626329
	3	biosynthetic process	4	AJ625525, AJ626199, AJ626374, AJ625487
**3**	4	carbohydrate metabolic process	6	AJ624093, AJ625569, AJ624637, AJ625051, AJ623376,AJ625276
	3	catabolic process	5	AJ624093, AJ625569, AJ624637, AJ625051, AJ623376
**4**	4	carbohydrate metabolic process	4	AJ625569, AJ625778, AJ623376, AJ625276
	2	cellular process	3	AJ624894, AJ625425, AJ623925
	2	cellular component organization	3	AJ623925, AJ625425, AJ624894
	3	catabolic process	4	AJ625569, AJ625778, AJ623376, AJ624894

Gene Ontology terms enrichment analysis was carried out comparing the GO term frequency distribution into each cluster against that in the whole microarray set (hypergeometric statistics, p<0.05). Only the lowest node per branch of the hierarchical structure of the Gene Ontology that fulfills the filter condition - cut off 3 sequences- was reported. Showed are: Stage, developmental stage of gonad; Level, level in the GO tree of biological processes; GO Term, over-represented feature; N, number of mussel sequences associated to each GO term; Gene ID, EMBL accession number of each sequence found.the over-represented GO terms in males versus females (hypergeometric stats, p<0.05).

### Specific gene expression fingerprint in mussel gonads during the four reproductive stages

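For the females, mantle RNA of single mussels (Mytilus galloprovincialis; the mantle of this bivalve houses the gonad) was compared between stages of gonadal development on 16 dual-color cDNA arrays. Stage 1 (early, November), stage 2 (development, January), stage 3 (ripe, February) and stage 4 (spawning, March) were linked in a loop. There were 4 arrays each of stage 2 against stage 1, stage 3 against stage 2, stage 4 against stage 3, and stage 4 against stage 1, with the dyes swapped on 2 of the 4. Stage 3 was thus never hybridized directly against stage 1. Each array carried 1920 cDNA probes, each as 2 spots. The authors deposited scanner intensities (mean of each spot and median of its local background, in both channels) and a table of processed log2 ratios. From the intensities, background was corrected by normexp with an offset of 50, each array was normalized by loess with control spots given weight 0, and the 2 spots of a probe were averaged. All arrays entered a single limma fit. The loop mismatch of a probe is the sum of the other 3 comparisons less the direct change of stage 4 against stage 1. Its root mean square was 0.796, where the spread between replicates gives 0.383. Across probes the sum and the direct change correlated with an r of 0.054. Each fitted change combines both routes round the loop, and its SE does not show how far they differ. A probe was counted as changed when its Benjamini-Hochberg adjusted p was under 0.05 and its log odds B was above 0. In a channel, 44.5% to 92.4% of the probe spots were brighter than the 95th percentile of the empty spots, the lowest being the stage 1 channel of replicate 1 of stage 4 against stage 1; this measure was chosen after the files had been seen. The number of arrays limits the precision. One label field of replicate 4 of stage 3 against stage 2 gives stage 4, whereas its title and sampling month give stage 3, as used here. A source name of replicate 3 of that comparison gives January of the year before, where its date field and the paper give January 2008.
The scanner files identify probes by clone, without gene names. Descriptions and GO terms came from Dataset S1, by EMBL identifier. The identifiers were taken from Dataset S4, of which the copy used here holds 1 row fewer than the 369 genes that the paper counts. Each row was paired with the clone whose stage changes, computed by least squares from the authors' processed ratios, lay within 0.005 of the values in the row. Every row of the copy paired with a single clone, with a largest difference of 0.00303, and no other clone came closer than 0.0152. Of these, 354 have an EMBL identifier and 208 a description. Only genes that the study itself listed as changed on these arrays can therefore be named. Counts among named genes are not independent evidence of a direction, and no test of overlap or enrichment was run on them. Of the probes paired with a row, 134 changed at stage 2 against 1, 147 at stage 3 against 1 and 72 at stage 4 against 1. At stage 3 against 2 and stage 4 against 3 there were 188 and 79. The counts of a list are to be read beside these.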

To obtain clues from the gene transcription patterns in the mantle tissues during the stages of gonadal development in males and females, we also performed dual-color microarray hybridizations for these tissues across the four stages. Multivariate analysis clearly showed a distinct pattern of mRNA abundance in mantle tissues during the stages of gonadal development for both sexes. 

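Of 11 named translation initiation and elongation factors, which carry out protein synthesis, 5 were higher at stage 2 than at stage 1 in females and none was lower (11 higher when adjusted over the list alone, which is not independent evidence because the study chose the named genes on these arrays). Elongation factor-1 alpha (AJ625505) was higher by 1.12 on the log2 scale (SE 0.22, adjusted p = 0.00242 from limma). Its loop mismatch was -1.54 (adjusted p = 0.00765 from limma). It was the highest of the 11, whose median was 0.56, and the list holds other probes named elongation factor-1 alpha. Of these AJ624922 was at 0.80 (SE 0.24, adjusted p = 0.0303 from limma, B = -2.31, not past both thresholds), with a loop mismatch of -2.02 (adjusted p = 9.71e-05). The 11 are thus not all different genes. Of 44 named cytosolic ribosomal proteins, 13 were lower and 2 higher (27 lower and 5 higher over the list alone), with a median of -0.47, which was 0.28 with median centring alone (1 lower and 2 higher). Of 3 named egg envelope and germ line genes, 2 were lower (3 when adjusted over the list alone), namely 1 germ granule gene and 1 of the 2 egg envelope genes. The change of vitelline envelope zona pellucida domain 7 (AJ625872), named after proteins of the egg coat, was -1.94 on that scale (SE 0.32, adjusted p = 0.000775 from limma), and that of domain 9 (AJ625914) was -0.89 (SE 0.27, adjusted p = 0.0322, B = -2.4, not past both thresholds). Their loop mismatches were 2.12 and 2.09 (adjusted p = 0.0133 and 0.00116 from limma). Of the 1920 probes, against stage 1 there were 54 higher and 86 lower probes at stage 2, 73 higher and 81 lower at stage 3, and 19 higher and 62 lower at stage 4. Rises were thus 38.6%, 47.4% and 23.5% of the changed probes, against 82.7%, 77.0% and 77.9% when arrays were only centred on their median in place of loess. The share was 53.4% at stage 2 without background correction, 66.0% at stage 4 and 64.4% at stage 3 without the arrays of stage 4 against 1, and 63.7% at stage 3 without those of stage 4 against 3 (leaving out a comparison's arrays was chosen after the data were seen). At stage 3 it lay between 50.3% and 54.0% with print-tip loess, scale normalization, array weights or no background correction, and without replicate number 2 or replicate 2 or 3 of stage 4 against 1. At stage 2 it was 20.7% with plain background subtraction, 21.1% with the replicate block and, chosen likewise, 19.4% without the arrays of stage 4 against 3. At stage 4 it was 8.8% with the replicate block, 13.2% without replicate number 4, 35.5% without replicate 1 of stage 4 against 1, 39.8% with spots kept separate, 39.5% with the adjusted p alone or a prior share of 0.1 and, chosen likewise, 41.8% without the arrays of stage 2 against 1. With a log2 change of at least 1 it was 4.0% at stage 2, and of the 37 probes at stage 4 none was higher. Across probes, which are not independent replicates, arrays of the same comparison correlated with a median r of 0.57 for stage 2 against 1, 0.772 for stage 3 against 2, 0.525 for stage 4 against 3 and 0.502 for stage 4 against 1. Arrays of different comparisons, with each ratio turned to the later over the earlier stage, correlated between -0.55 and 0.234. AJ625505 did not pass both thresholds with print-tip loess (0.11), with the replicate block, without replicate 1 of stage 2 against stage 1 (1.02) or without any 1 of the 4 replicate numbers (0.89 to 1.25), and AJ625872 did not pass without replicate number 2 (-1.78), without which 53, 93 and 49 probes changed at stages 2, 3 and 4 (86 without number 1 and 81 without number 4 at stage 2, 53 without number 4 at stage 4), while 10 of the 11 translation factors were higher with median centring and 3 with plain background subtraction, where 6 ribosomal proteins were lower. In settings chosen after the data were seen, 1 of the 11 translation factors was higher without the arrays of stage 3 against 2 or of stage 4 against 3, where 1 of the 3 egg envelope and germ line genes and 3 and 4 ribosomal proteins were lower (8 without those of stage 4 against 1), and AJ625505 (0.74) did not pass without the arrays of stage 3 against 2, of stage 4 against 3 or of stage 4 against 1.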

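At stage 3 the largest rises among called probes with a description, outside the mitochondrial transcripts, were those of the proteasome subunit beta1 (AJ516664), part of the protein-degrading complex, higher than at stage 1 in female mantle by 2.05 on the log2 scale (SE 0.15, adjusted p = 1.62e-07 from limma), and an actin binding protein (AJ626386), higher by 1.81 (SE 0.17, adjusted p = 5.03e-06). Of 44 named cytosolic ribosomal proteins, 23 were lower and 2 higher (31 lower and 3 higher when adjusted over the list alone, not independent evidence because the named genes were chosen by the study on these arrays). Ribosomal protein L15 (AJ624925), the lowest of the 44, changed by -2.10 (SE 0.27, adjusted p = 6.49e-05 from limma), where the median of the 44 was -0.89. The loop mismatch of L15 was 1.71 (adjusted p = 0.00302 from limma). The proteasome list holds this 1 subunit (1 higher over the list alone). The 3 named sperm and axoneme genes, of which a radial spoke head-like gene (AJ624749) and a dynein also serve cilia, were all higher (3 over the list alone), led by an axonemal dynein intermediate chain (AJ625992), a part of the motor of cilia and flagella, at 1.32 (SE 0.17, adjusted p = 6.76e-05 from limma). As a measure of the whole response, the root mean square log2 change over the 1920 probes, less the part due to error, was 0.444 (SD 0.059 over 4 replicate numbers) at stage 2, 0.439 (SD 0.058, n = 4) at stage 3 and 0.429 (SD 0.134, n = 4) at stage 4. The SDs are those of separate solutions per replicate number. These gave 0.405, 0.463, 0.322 and 0.418 at stage 2, and 0.351, 0.413, 0.392 and 0.49 at stage 3. At stage 4 they gave 0.491, 0.339, 0.314 and 0.598. Stage 3 exceeded stage 2 in 2 of 4 replicate numbers and stage 4 in 2 of 4 (two-sided exact sign-flip permutation test, p = 0.75 for both, in a design that cannot reach a p under 0.05, with arrays grouped by numbers that were not found to pair them). With median centring alone no ribosomal protein passed both thresholds (12 lower and 2 higher at an unadjusted p under 0.05 from limma), L15 did not pass both thresholds (-1.38), 1 sperm or axoneme gene was higher (2 without background correction or with print-tip loess), and without background correction the size at stage 4 was 0.269. In settings chosen after the data were seen, 4 ribosomal proteins were lower without the arrays of stage 4 against 3 and 5 without those of stage 4 against 1, 1 sperm or axoneme gene was higher without the arrays of any 1 comparison, AJ625992 (1.07) did not pass without those of stage 2 against 1 or 3 against 2, and the size at stage 2 was 0.771 without those of stage 2 against 1.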

The greatest differences with respect to the reference condition (early stage) were observed at stage III (developing) (Figure 4; Dataset S4). In males, 354 DEGs -identified in at least one of the four conditions- were further analyzed. The heat-map and expression plot of male DEGs clearly showed a distinct pattern (Figure 5) that indicated an upregulation of spermatozoid maturation-related genes during stage III, including vitelline coat lysin M7, vitelline coat lysin M6 precursor and acrosomal major protein M3 (Dataset S5; Figure S3). The analysis of the 369 DEGs identified in female mantle across gonadal developmental stages showed upregulation of genes associated with mitochondrial activity, such as ATP synthase and NADH dehydrogenase subunit 5, and a pronounced down-regulation of chitin metabolism–related genes (see Figure S2 and Dataset S4).

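Of 19 named probes for mitochondrially encoded transcripts, 12 were higher and none was lower at stage 3 than at stage 1 in female mantle (17 higher when adjusted over the list alone), with a median log2 change of 1.29. That median was 0.79 without the arrays of stage 2 against 1, chosen after the data were seen, and 1.80 with median centring. The list holds 15 clones that share the identifier of the mitochondrial genome and may measure the same transcript more than once. Of 6 named nuclear-encoded subunits of the respiratory chain and ATP synthase, 3 were higher (4 over the list alone). ATP synthase, the enzyme that makes ATP from the proton gradient, had a beta subunit probe (AJ625661) higher by 1.13 (SE 0.11, adjusted p = 4.41e-06 from limma) and another (AJ624752) at 0.47 (SE 0.13, adjusted p = 0.0194, B = -1.91, not past both thresholds), while the alpha subunit atp5a1 (AJ625646) was higher by 0.79 (SE 0.13, adjusted p = 0.00048). Of the 6 named chitinases, enzymes that hydrolyse chitin, 5 were lower at stage 3 than at stage 1, with a median of -1.73, and 6 at stage 4, with a median of -2.17 (6 and 6 over the list alone). The chitinase median at stage 3 was -1.06 with median centring and, chosen after the data were seen, -2.18 without the arrays of stage 2 against 1. The other 3 named genes with a chitin term in Dataset S1 were AJ625276, which has no description and changed by -2.40 at stage 3 (SE 0.35, adjusted p = 0.000153 from limma), elongation factor-1 alpha (AJ625361), a translation factor, at -0.43 (SE 0.13, adjusted p = 0.0377) and glucose dehydrogenase (AJ626213), an oxidoreductase, at -0.32 (SE 0.12, adjusted p = 0.0916). The counts over a list are not independent evidence, since the study chose the named genes on these arrays. In all, 274 of 1920 probes changed in at least one comparison with stage 1, of which 255 have a row in Dataset S4. With median centring alone the chitinase count was 0 at stage 3 (6 lower at an unadjusted p under 0.05 from limma) and 3 at stage 4 and that of the nuclear-encoded subunits 1, at stage 3 the chitinase count was 1 with scale normalization between arrays, 3 without background correction and 2 without replicate number 2 or 4, AJ625276 did not pass both thresholds with median centring (-1.72), and AJ625646 did not pass with median centring, with the replicate block or without replicate number 1 (0.70) or 2 (0.64). In settings chosen after the data were seen, the chitinase count at stage 3 was 0 without the arrays of stage 4 against 3 or of stage 4 against 1 (4 at an unadjusted p under 0.05 from limma in each), where AJ625276 (-1.45) did not pass either, and at stage 4 it was 1 without the latter, while without those of stage 2 against 1 or of stage 3 against 2 the mitochondrial count was 6 and the nuclear-encoded one 1, and AJ625646 did not pass without the arrays of any comparison but stage 4 against 1.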

**Figure 4:**
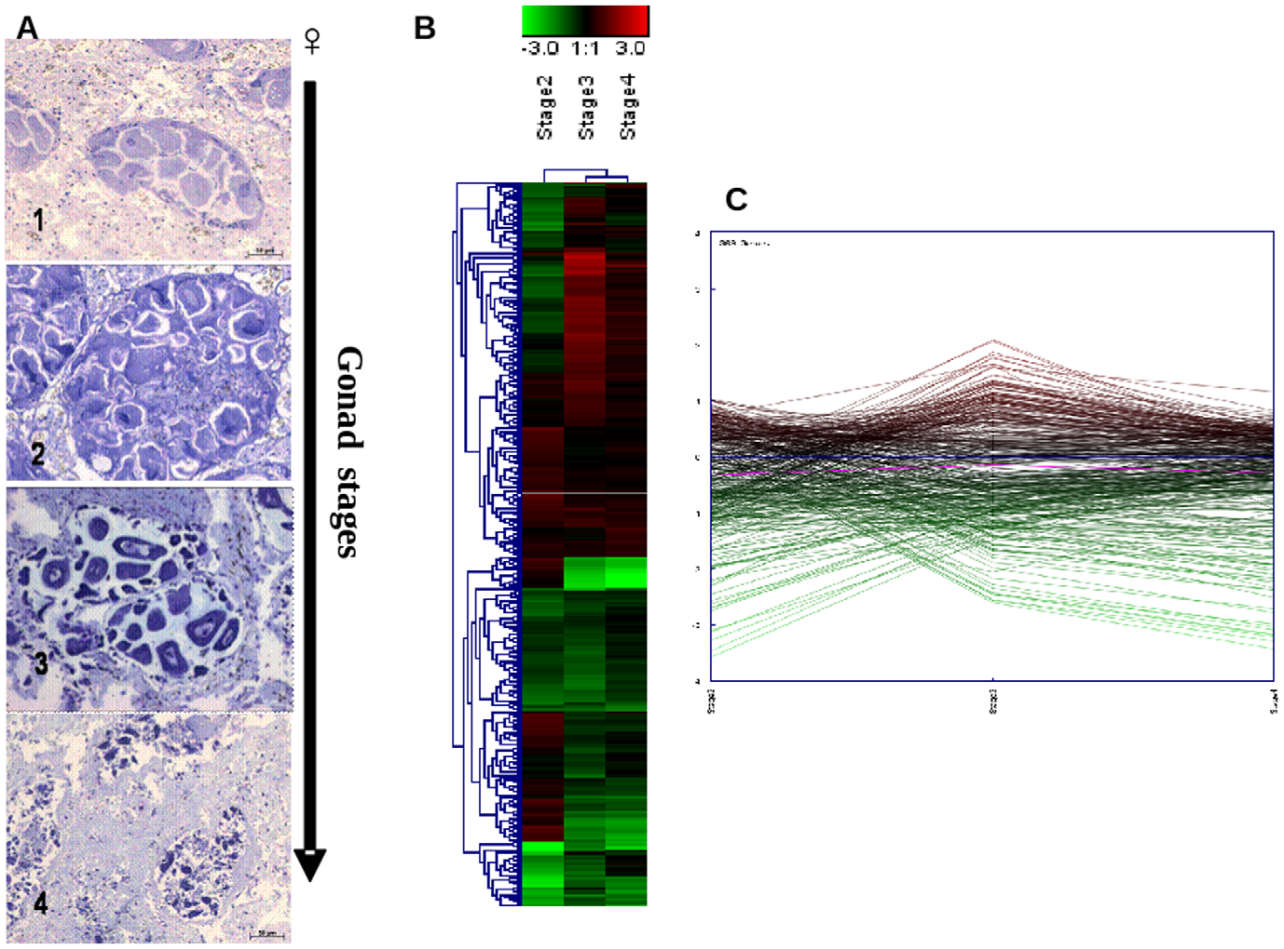
mRNA abundance patterns across female gonad maturation in mantles. Shown are representative images of the reproductive stage of female gonad (1: Early stage-November 2007, 2: Development -January 2008, 3: Ripe -February 2008, and 4: Spawning -March 2008) determined according to [46], the heat map (B) (Pearson correlation, complete linkage algorithm) and the expression view plot (C) obtained for each stage vs the reference condition (stage I). 369 differentially expressed genes in at least one condition were considered for the analysis. Supporting information to Figure 4 is present in Dataset S4.

**Figure 5:**
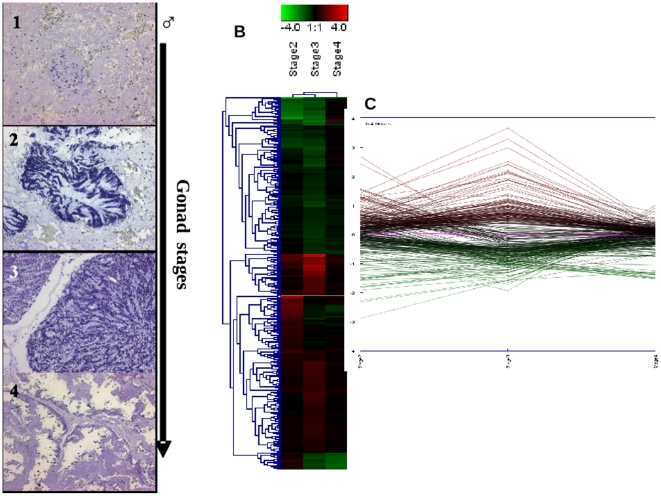
mRNA abundance patterns across male gonad maturation in mantles. Shown are representative images of the reproductive stage of male gonad (1: Early stage-November 2007, 2: Development -January 2008, 3: Ripe -February 2008, and 4: Spawning -March 2008) determined according to [46], the heat map (B) (Pearson correlation, complete linkage algorithm) and the transcription view plot (C) representing the log2 relative expression obtained for each stage vs reference condition (stage I). 354 differentially expressed genes in at least one condition were considered for the analysis. Supporting information to Figure 5 is present on Dataset S5.

## Discussion

### Occurrence of transcriptional oscillations in female digestive gland tissues over the annual cycle

The mussel digestive gland represents the most active metabolic organ, making it suitable for genomic profiling [14], [5]. The most pronounced pattern of gene expression deriving from the annual cycle survey was that showing a maximum activation during the hot months (relative to January temperatures) with 50 DEGs from a total of 295 (Fig. 3, clusters 1 and 4). Chitinase-related genes were markedly upregulated, as was also confirmed by the Q-PCR data (Figure S1), suggesting an evident influence on chitin-related metabolic processes.

In chitin-containing organisms, chitinases are essential for maintaining normal life cycle functions such as morphogenesis [15] or cell division and immunity [16]. In mussels and other marine invertebrates, chitinases play a role in digestion and in the control of growth and remodelling processes in a manner similar to its mammalian counterpart [17], [18]. During the hot season, Bizerta Lagoon (the sampling site) is characterized by a main peak of phytoplanktonic development that begins at the end of April and lasts for 3 months [19], [20], in June, levels of chlorophyll-a reach a maximum of 4.4 µg/l. The summer phytoplanktonic bloom is mostly characterized by diatoms [19], which increase food availability for mussels. Moreover, diatoms were recently reported to produce chitin, which plays a central role in their biology [21]. In this respect, chitinase-related activity should be considered as typical responses in bivalve mollusks during the periods of more intense feeding activity as a consequence of higher food metabolism.

We identified further trancriptomic changes associated with the acute thermal stress: K-mean cluster analysis revealed the upregulation of a set of thirteen genes involved in different macromolecule metabolic processes. Among these it could be found a general transcription factor, two translation factors (elongation factor-1 alpha and eukaryotic translation initiation factor subunit 3), a calcium dependent phospholipase, a serine protease and a heat shock protein 90 (HSP90). These data support the initiation of a metabolic activation in digestive gland which is typical of the post gametogenesis period and that should allow the accumulation of energy stores to fuel the further reproductive stages in the colder months [59].

HSPs play an important role in protection against multiple stressors, namely heat stress, toxic metals, and ionizing and UV radiation, assisting in ATP-dependent folding and stabilization of stress-damaged proteins [22], [23], [24]. Moreover, recently it has been shown that in the Pacific oyster *Crassostrea gigas* the expression of HSP90 genes is elevated after acute thermal stress [4]. Indeed, Hsp90 interacts with proteins that have already attained a high degree of tertiary structure, and appears to be involved in late-stage maturation and activation of these “client” proteins. The known client proteins include steroid hormone receptors, helixloop-helix transcription factors, tyrosine and serine/threonine kinases and tumor suppressors [25]. Therefore, an exclusive role in stress protection for the *Mytilus galloprovincialis* HSP90 -whose expression raised in June and drop thereafter (Fig. S1)- cannot be assigned without further investigations.

Another marked upregulation trend in the transcriptomic profile as revealed by the K-mean cluster analysis coincided with August. Genes associated with immune system processes, such matrilin and the p53-like protein gene were identified. Matrilin transcript abundance was confirmed by means of Q-PCR analysis (Fig. S1). Matrilin has a defensive function in zebra mussel hemocytes upon antigen stimulation [26], and a matrilin-like molecule has been reported from the freshwater snail *Biomphalaria glabrata* which confers resistance to infection with the helminth *Echinostoma caproni* [27]. A variety of cells express p53-like mRNAs, such as hemocytes of the common mussel *Mytilus spp* [28], [29], which are innate immune cells with neutrophil-like activities. The joint activation of p53 and matrilin variants in August would suggest a defense strategy adopted by mussels during the most likely infectious (e.g., from toxic dinoflagellate species) period in the annual cycle. However, the mRNA abundance trend of the p53-like gene could not be confirmed by Q-PCR which instead showed an opposite pattern (Fig. S1). It should be pointed out, however, that p53-like exists with several 5′ and 3′ splicing variants also in *Mytilus spp* [29] and therefore a further detailed investigation using specific exon probes will be required.

By contrast, Q-PCR analysis confirmed the microarray outcome for what concern the transcriptomic pattern of the metallothionein mt10 gene. As known, metallothioneins are pleiotropic proteins involved in the homeostasis of both essential and noxious heavy metals, with a role also in oxidative stress scavenging [57]. Indeed, mt10 displayed an uneven trend of over-expression with higher values in May-June-November and a drop in July-August (Dataset S1 and Fig. S1). In digestive gland of *M. galloprovincialis*, mt10 is expressed at high levels and its main function is concerned with the homeostasis of essential metals such Zn and Cu [52]. Conversely, the cognate gene mt20 (which was not represented onto the microarray) is tightly repressed in normal conditions, merely insensitive to copper, responsive to zinc, fairly inducible by mercury, dramatically by cadmium and even susceptible to oxygen reactive species [52]. In past years, this extraordinary modularity and selectivity of the mussel mt10/mt20 inducible system allowed our research group to develop a very effective tool to assess heavy metal pollution in tissues of *Mytilus spp* specimens sampled along coastal areas [30]. The finding that metallothionein mt20 mRNA abundance showed no significant changes during the investigated period but yet a down-regulation in August (Fig. S1), opens the possibility to copper fluctuations in sea water to explain the much more consistent variations observed for the cognate mt10 gene. In support to this hypothesis is that Cu could be found at relative high concentration in sediments close to the site where mussels were collected [58]. Furthermore, in view of the fact that July and August matched the post-spawning period where ovaries were almost spent (Fig. 1) and a drop of mt10 mRNA abundance was observed, it is also conceivable that mt10 gene expression variations could be linked to some relevant physiological process, viz. reproduction, thus involving a transfer of zinc (and copper) from the digestive gland to the gonad and finally to gametes. As a corollary, these findings have got an important consequence in marine biomonitoring applications because they confirm the hypothesis drawn in [30], [48] where the inconsistency of mt10 induction by heavy metals was explained with the huge variability of its basal expression level.

### Divergence in mussel digestive gland transcripts between males and females during gonadal developmental stages

In view of the ecological relevance of *Mytilus. ssp* to the marine environment, understanding their biology is important especially for basic processes such as reproduction, speciation mechanisms, and adaptation to stressors. To extend our investigation into the role of the reproductive status in males and females, we carried out a stage-by-stage comparison of the digestive gland transcripts from both sexes using a functional genomics analysis based on GO term enrichment statistics. Enrichments in the GO categories of Biological Process were identified. Interestingly, GO analysis did not highlight processes or molecular functions related to pathways specific to gonadal development but did indicate some differences for both catabolic and biosynthetic processes. In particular, according to gene expression data, the chitin metabolism appeared more pronounced in males when compared to females individuals across almost all stages (with the exception of Stage II). Some differences at biosynthetic level arose at stage I and II where a differential modulation of genes involved in protein translation and regulation of gene expression was observed respectively at stage I and II of gonadal development. The differences in the latter two stages were still dominated by the over expression of chitinases in the tissue of males. These latter findings emphasize the need to determine the sex of mussel specimens during ecological/ecotoxicological investigations that use this organism as a sentinel and the digestive gland as a target tissue.

### Gene expression during the gonadal development stages in males and females

The maturation of gametes may result from changes in both gene transcription [31] and protein translation [32] that occur during this developmental period. Numerous studies have investigated reproductive mechanisms in mollusc species at the biochemical and physiological levels; however, few have described these mechanisms at the molecular level. One report is that of [33], which characterized reproduction-specific gene expression in the marine scallop *Argopecten purpuratus* and its relationship with maturation stage and sex.

To explore how gonadal development might be linked to oscillatory patterns of relative mRNA abundance, we investigated mantle transcript variations across the four stages of gonadal development. In both sexes. The data -expressed relative to the first stage- revealed maximum change during stage III (ripe). 

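Of the steps between successive stages, that from stage 2 to stage 3 changed 235 of the 1920 probes in female mantle, 124 higher and 111 lower, and that from stage 3 to stage 4 changed 94, 43 higher and 51 lower. With median centring alone 99 were higher and 141 lower at the first step and 96 higher and 5 lower at the second, where a log2 change of at least 1 left 4 higher and 14 lower. Falls also outnumbered rises at the first step with the adjusted p alone (247 higher and 251 lower). Rises outnumbered falls at the second with plain background subtraction, spots kept separate, array weights, the conflicting label as stage 4, the adjusted p alone or a prior share of 0.1, and, chosen after the data were seen, without the arrays of stage 2 against 1, 3 against 2 or 4 against 1. Heat shock protein 90 (AJ625621), a chaperone, fell from stage 2 to stage 3, with a log2 change of -1.74 (SE 0.15, adjusted p = 1.91e-07 from limma), and 2 of 3 named heat shock proteins were lower at that step (3 when adjusted over the list alone). The proteasome subunit AJ516664 was higher at stage 3 than at stage 2 on all 4 arrays, by 2.38 ± 0.11 (SD, n = 4), and lower at stage 4 than at stage 3 on all 4, at -1.89 ± 0.30 (SD, n = 4). Of the 44 named ribosomal proteins, 6 were lower and 2 higher from stage 2 to stage 3 (26 lower and 4 higher over the list alone), and 19 were higher and 1 lower from stage 3 to stage 4 (36 higher and 2 lower over the list alone). These counts over a list are not independent evidence, because the study chose the named genes on these arrays. Of all probes with a row in Dataset S4, 188 changed at the first step and 79 at the second. Whether a list differs from them was not tested. The root mean square log2 change, less the part due to error, was 0.589 from stage 2 to 3 and 0.29 from stage 3 to 4 over all arrays. The arrays of the second step were dimmer, with median signals of 28 to 57 per channel, against 61 to 269.5 at the first. The SD of the log2 ratios of an array was 0.304 to 0.431 at the second and 0.669 to 0.787 at the first. Arrays of stage 4 against 1, with median signals of 32 to 100, had SDs of 0.545 to 0.881. Whether brightness contributes to the difference between the steps in size or in changed probes was not tested. Solved per replicate number, the root mean square log2 change was 0.629, 0.545, 0.547 and 0.498 (SD 0.054) for the first step and 0.288, 0, 0.227 and 0.132 (SD 0.126) for the second, where all 4 lie below the value over all arrays. Estimates below 0 were set to 0, so the 0 is not a measured size, although it enters that SD. With median centring alone 1 heat shock protein and 1 ribosomal protein were lower from stage 2 to stage 3, 2 ribosomal proteins were lower with plain background subtraction and 3 with print-tip loess, and from stage 3 to stage 4 the changed probes numbered 53, 55, 46 and 60 without replicate numbers 1, 2, 3 and 4, 56 with the conflicting label as stage 4, 156 with duplicate spots kept separate and 147 with array weights. In settings chosen after the data were seen, no ribosomal protein was higher from stage 3 to stage 4 without the arrays of that comparison (10 at an unadjusted p under 0.05 from limma) and 30 were without those of stage 4 against 1, 138 probes changed from stage 2 to stage 3 and 1 heat shock protein was lower without the arrays of that one, and 2 ribosomal proteins were lower at that step without the arrays of any 1 other comparison.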

In males, the upregulation of acrosomal major protein M3 and M6 and vitelline coat lysin M6 and M7 during the developing stage as well as the relative abundance of putative microtubule-associated protein and tubulin mRNA suggested that this phase is crucial for male gonadal development. Indeed, in mussels, coat-lysin proteins are found in sperm acrosomes and allow dissolution of the egg vitelline coat, permitting fertilization [34]. Moreover, vitelline coat lysine transcripts were recently used as molecular target to identify gender during ripe and spawning phases in mussels [35]. The tubulin gene family is important for development from gametes to hatching, involving often rapid, complex changes in the gametes and embryonic cells that are reflected in underlying changes in gene expression [36]. Moreover, [37] reported that levels of alpha- and beta-tubulin mRNA increase 25-fold around the time of transition between spermatocytes and spermatids when sperm tail synthesis is initiated in flounder. The TaqMan assay confirmed the transcription trend of the vitelline coat lysin M7 (Figure S3), making this report, the first to highlight the importance in the developing stage of genes that are key to spermatozoid maturation in male *M. galloprovincialis*.

In female mussels, the trancriptomic profile in mantle tissues clearly implicated mitochondrial-associated genes in gamete maturation during the third phase. 

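Of the 19 named mitochondrially encoded probes, 8 were lower at stage 2 than at stage 1 in female mantle and none was higher (14 lower when adjusted over the list alone). From stage 2 to stage 3, 18 of the 19 were higher (19 over the list alone), with a median log2 change of 2.09. From stage 3 to stage 4, 12 were lower and none was higher (16 lower over the list alone), with a median of -0.97. Cytochrome b (AJ624584), the mitochondrially encoded core of complex III, followed this course with log2 changes of -1.04 at stage 2 against 1 (SE 0.16, adjusted p = 0.000449 from limma), 2.83 at stage 3 against 2 (SE 0.16, adjusted p = 1.94e-09) and -1.38 at stage 4 against 3 (SE 0.16, adjusted p = 4.31e-05). Against stage 1 it was higher at stage 3 by 1.79 (SE 0.18, adjusted p = 7.26e-06 from limma). Its loop mismatch was 0.97 (adjusted p = 0.0254 from limma). Cytochrome oxidase subunit I (AJ623880), the catalytic subunit of complex IV, was at 1.58 at stage 3 against 1 (SE 0.38, adjusted p = 0.00819, B = -0.8, not past both thresholds) and higher by 2.70 at stage 3 against 2 (SE 0.33, adjusted p = 8.11e-06). Cytochrome c (AJ624894), the nuclear-encoded electron carrier, was higher by 1.13 at stage 3 against stage 1 (SE 0.19, adjusted p = 0.00045 from limma). Of the 19 probes, 15 share the identifier of the mitochondrial genome and may measure the same transcript more than once. The named probes were chosen by the study on these arrays, so the counts over the list are not independent evidence. With median centring alone 1 was lower at stage 2 against 1 and 2 were lower at stage 4 against 3, where print-tip loess gave 7, and AJ624894 did not pass both thresholds with median centring, with the replicate block or without replicate number 1 or 4. In settings chosen after the data were seen, 10 of 19 were higher at stage 3 against 2 without the arrays of that comparison, and AJ624894 (0.69) did not pass without those or those of stage 2 against 1. From the rise in the third phase, the paper reasons that genes of mitochondrial activity are involved in gamete maturation, and it relates this to the mitochondria of the early embryo, which it says are thought to come from the oocyte.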

In the same stage, a down-regulation of the chitinase variants also was identified. 

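All 6 named chitinases fell from stage 2 to stage 3 (6 when adjusted over the list alone), with log2 changes between -2.03 and -3.03. The lowest was AJ624637 (SE 0.24, adjusted p = 9.56e-08 from limma). Against stage 1, AJ623376 was at -2.14 at stage 3 (SE 0.26, adjusted p = 3.59e-05) and AJ625051 at -1.23 (SE 0.33, adjusted p = 0.0138, B = -1.5, not past both thresholds). At stage 2 against stage 1 the 6 lay between 0.58 and 1.01, and none passed both thresholds (5 were higher at an unadjusted p under 0.05 from limma). Of these AJ624637 (adjusted p = 0.0088 from limma, B = -0.59) and AJ624093 (adjusted p = 0.0324, B = -2.41) missed the threshold on B alone. On replicate 1 of that comparison all 6 lay between 1.87 and 2.52, and on the other 3 arrays between 0.37 and 0.73. From stage 3 to stage 4 they lay between -0.70 and -0.22, with none at an adjusted p under 0.05 from limma (2 lower at an unadjusted p under 0.05). The chitinases belong to a list of 44 named genes that the study grouped by their summer peak in the digestive gland (clusters 1 and 4 of Dataset S2). All 44 were lower at stage 3 than at stage 2 (44 over the list alone), with a median of -1.81, and 37 were lower at stage 4 than at stage 1 (43 over the list alone). At stage 2 against stage 1, 15 of the 44 were higher and none was lower (29 higher over the list alone), with a median of 0.60. For the 3 named digestive enzymes outside the chitinases the median stage 3 against stage 2 change was 0.30 and none passed both thresholds (1 higher when adjusted over the list alone and 1 at an unadjusted p under 0.05 from limma); AJ624548 had an adjusted p of 0.0138 and B = -2.45. These names come from the study's own list of changed genes, so the counts are not independent evidence. Measured through stage 2 alone, without the arrays of stage 4 against 1, the median chitinase change at stage 3 was -1.19, and measured through stage 4 alone, without those of stage 2 against 1, it was -2.18; both were chosen after the data were seen, as was leaving out the arrays of stage 4 against 1 for the summer list, which left 2 of 44 lower at stage 4, and those of stage 2 against 1, which put AJ623376 at -0.15 at stage 2. With print-tip loess 5 of the 6 chitinases were lower at stage 3 than at stage 2 and AJ624637 was at -0.42 at stage 2 against 1, where 6 chitinases were higher with median centring, 3 with print-tip loess, 2 without background correction and 1 with plain background subtraction, and AJ623376 did not pass both thresholds with median centring (-1.41), nor without the arrays of stage 4 against 3 or of stage 4 against 1 (-1.65).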

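On the arrays, NADH dehydrogenase subunit 5 (AJ623584), a mitochondrially encoded subunit of complex I, stood at 0.90 times its stage 1 level at stage 2 (log2 change -0.16, SE 0.32, adjusted p = 0.768 from limma), 4.28 times at stage 3 (2.10, SE 0.37, adjusted p = 0.00064) and 1.1 times at stage 4 (0.14, SE 0.32, adjusted p = 0.793). It was higher at stage 3 than at stage 2 on all 4 arrays, by 2.52 ± 0.45 (SD, n = 4), and lower at stage 4 than at stage 3 on all 4, at -1.69 ± 0.33 (SD, n = 4). The chitinase AJ625569 stood at 1.56 times its stage 1 level at stage 2 (log2 change 0.64, SE 0.23, adjusted p = 0.0668 from limma), 0.318 times at stage 3 (-1.65, SE 0.27, adjusted p = 0.000362) and 0.231 times at stage 4 (-2.11, SE 0.23, adjusted p = 1.1e-05). It was lower at stage 4 than at stage 1 on all 4 arrays, at -2.39 ± 0.43 (SD, n = 4). The rise of ND5 at stage 3 did not pass both thresholds without background correction (1.03) or without replicate number 2, 3 or 4, nor did the fall of AJ625569 with median centring (-1.10), with scale normalization (-1.23) or without replicate number 2 or 4, nor, in settings chosen after the data were seen, ND5 without the arrays of stage 2 against 1, 3 against 2 or 4 against 3, or AJ625569 without those of stage 4 against 3 or, at both stages, of stage 4 against 1. The small changes of ND5 at stages 2 and 4 turned sign in several settings, such as scale normalization (0.043 and -0.053), and that of AJ625569 at stage 2 was -0.19 without the arrays of stage 2 against 1, chosen likewise. The direct ratio of stage 4 to stage 1 for ND5 was -2.21 on replicate 1 and 0.22, 0.95 and 0.51 on the others.

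**Figure D1:**
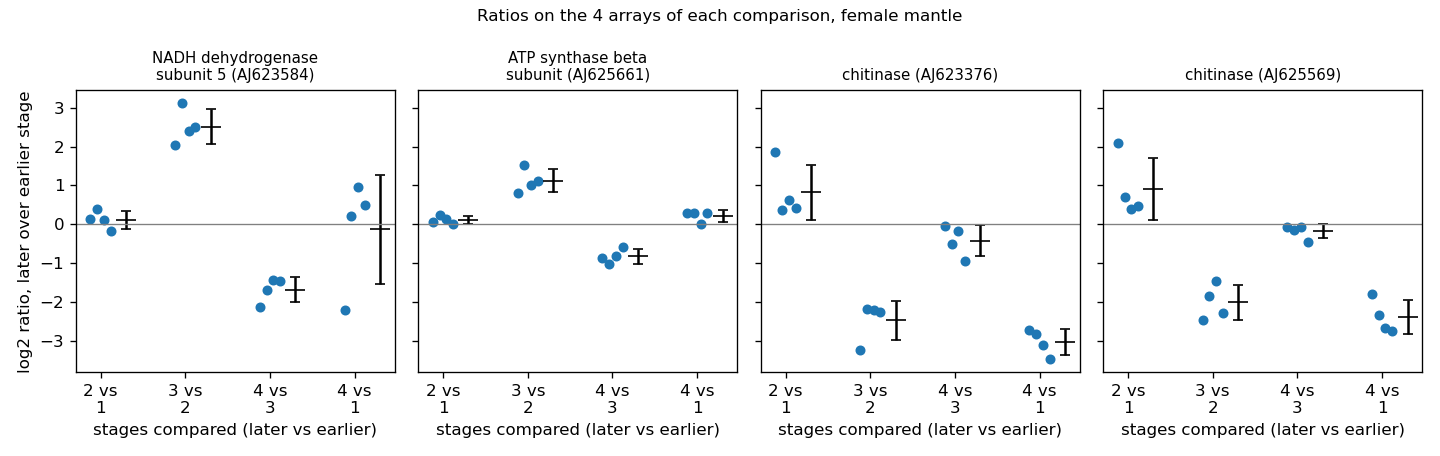
Log2 ratio of the later over the earlier stage (vertical axis) on each of the 4 arrays of each comparison (points, horizontal axis), for NADH dehydrogenase subunit 5, an ATP synthase beta subunit and 2 chitinases in female mantle; the dash and bar beside the points are the mean and SD. NADH dehydrogenase subunit 5 and the ATP synthase beta subunit lie above 0 on all 4 arrays of stage 3 against 2, where both chitinases lie below 0 on all 4.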

The mRNA abundance trend for NADH dehydrogenase subunit 5 (ND5), one of the most upregulated genes, as well as chitinase, was confirmed by means of the TaqMan Q-PCR assay (Figure S2). Mitochondria are the most abundant and prominent organelles in the early embryo [38] and are thought to be exclusively derived from the oocyte [39]. Oocyte mitochondria must support early embryonic development until the resumption of mitochondrial replication. [40] reported that during oogenesis, there is amplification in mitochondrial number in parallel with cytoplasmic volume increase. Moreover, the increase in mitochondrial number during oocyte growth is accompanied by changes in their ultrastructure [41]. [42] described a high ATP turnover, supplied by mitochondrial respiration in human mature oocytes.

The relative abundance of the mRNA of chitinase variants during the early stage of gonadal development relative to the ripe, developing, and spawning stages may be related to vitellogenesis in female tissues of scallop, *Patinopecten yessoensis* [43]. Indeed, recent work using RNA interference has suggested that in *Acanthocheilonema viteae*, a filarial nematode, expression of chitinase is associated with gender at the developmental stage [44]. [45] reported for the first time the gradual decrease of C9-chitinase mRNA during embryonic development in the oyster *C. gigas* and suggested that early developmental expression of the chitinase variant genes has to be considered as maternal in origin.

Our study provides the first description of temporal variation in gene expression patterns between sexes and with gonadal development stages in one of the most-used species in marine ecotoxicological surveys, *Mytilus galloprovincialis*. The physiological response to thermal variation, food availability, and reproductive status across months appears to contribute to the variation in gene transcription in female digestive gland tissues. Moreover, our data suggest that during the developing stage, abundance of mRNA related to gonadal maturation peaks, indicating that this stage is crucial in mussel reproduction.

## Materials and Methods

### Sample collection

Specimens of Mytilus. galloprovincialis (4–5 cm length) were collected monthly between May 2007–April 2008 from a sub-tidal mussel population located in the Bizerta Lagoon, Tunisia (Universal Transverse Mercator coordinates: Zone, 32 S; Y, 4119725.04 m N; X, 581523.57 m E). Mussels, groups of 15–20 individuals, were maintained submerged into insulated 60 L tanks containing aerated sea water collected directly from the sampling site. The animals were transported to the University laboratory within 2 h from the collection site using an insulated van. Digestive glands and mantles were further removed from mussels, washed in artificial seawater buffered with 20 mM HEPES pH 7.4, and stored accordingly to further analyzes. For transcriptomics, the tissue was kept at −20° C into a RNA-preserving solution (RNAlater, Sigma-Aldrich); for histochemistry, mantle tissues were flash frozen in liquid nitrogen and stored at −80 °C.

Water temperature and salinity were routinely assessed during each monthly sampling using standard approach.

### Sex and reproductive stage determination

Briefly, frozen slices of mantle tissue were washed in 0.05 M cacodylate buffer (pH 7.4), fixed in 1% paraformaldehyde dissolved into 0.05 M cacodylate (pH 7.4) for 30 min at 4 °C, and washed again in 0.05 M cacodylate. Samples were then dehydrated in increasing acetone concentrations at 4 °C and embedded in Technovit 7100 resin (Heraeus Kulzer, Wehrheim, Germany). Serial cross sections (2 µm) were cut using a HM350 Microm microtome (Walldorf, Germany), transferred onto glass slides, and stained using toluidine blue. Determination of reproductive stage for mussels was based on a histological evaluation of the maturation stages of gonads [46]. The reproductive cycle of *M. galloprovincialis* can be described in terms of four readily identifiable stages (early, development, ripe, and spawning). Each individual was categorized into one of these stages. 20 different animals per month were considered for the analysis.

### Microarray analysis

Total RNA was extracted from single sexed individual digestive gland pieces using acid phenol-chloroform precipitation according to [47], with the TRI-Reagent (Sigma-Aldrich). RNA was further purified by precipitation in the presence of 1.5 M LiCl_2_. The quality of each RNA preparation was verified both by UV spectroscopy and TBE agarose gel electrophoresis, in the presence of formamide as described in [48]. Competitive dual-color microarray hybridization analysis -including dye swap- was performed using the Mytarray V1.1 platform [49]. This array encompasses 3′ cDNA probes representing 1748 independent mussel sequences obtained from unbiased *M. galloprovincialis* tissues-specific cDNA libraries. cDNA fluorescence-labeled probes were obtained by the direct labeling procedure in the presence of modified cy-3 and cy5 dCTP (Perkin Elmer) [51]. Briefly, 15 µg of total RNA were primed with 0.5 µg oligodT(19)VN primer at 70°C for 10 min, then reversed transcribed at 42°C for 2 h in the presence of 400 U ReverseAid MuLV H minus reverse-transcriptase (Fermentas), and 100 µM each dATP, dTTP, dGTP, with 25 µM dCTP and either 25 µM Cy3-labeled dCTP or Cy5-label dCTP. Microarray slides, pre-hybridized with the formamide based buffer Northern Max (Ambion) for 1–2 h at 42 °C, were further hybridized for 16–20 h at 42 °C with cDNA probes resuspended in 22 µl of the same buffer. After hybridization, slides were washed for removing excess probe and unspecific binding as described in [49]. Laser scanning of microarrays was performed using a ChipReader apparatus (Bio-Rad Laboratories, CA, USA) at 5 µm resolution. 16 bit TIFF images were analyzed by means of Genepix 6.0 software (Molecular Dynamics) to get raw fluorescence data from each spot. Three main microarray experiments were carried out. The first one consisted in gene expression profiling of digestive gland tissue of female individual mussels across 12 months (May 2007- April 2008) and included up to 40 microarray hybridizations. Dual color competitive hybridization analyses were based on a loop design in which each RNA obtained from month n was hybridized against that of month n+1. This design was performed in either three or four biological replicates using RNA samples obtained from single individual female animals from the most represented gonadal developmental stage. Relative mRNA abundances were further expressed respect to the values obtained in samples from January. The second microarray experiment consisted in gene expression profiling of digestive gland tissue of male and female individual mussels across the four gonadal developmental stages (Stage I, November 2007; Stage II, January 2008; Stage III, February, 2008; Stage IV March 2008). Dual color competitive hybridization analyses were carried out between RNA samples obtained from male and female single individuals. Four biological replicates were performed for a total of 16 microarray hybridizations. Relative mRNA abundances in male samples were expressed respect to the values obtained in female ones. The third microarray experiment consisted in gene expression profiling of mantle tissue in either male or female individual mussels across the four gonadal developmental stages (Stage I, November 2007; Stage II, January 2008; Stage III, February, 2008; Stage IV March 2008). Dual color competitive hybridization analyses were based on a loop design in which each RNA obtained from stage n was hybridized against that of stage n+1, with a total of 16 microarray hybridizations. This design was performed in four biological replicates using RNA samples obtained from single individuals. Relative mRNA abundances were further expressed respect to the values obtained in samples from resting stage (Stage I). Computational and statistical analysis of microarray data performed out using the Linear Mode for Microarray Analysis (LIMMA) software [50]. Offset background subtraction, loess normalization and least square regression were used along with moderated t-test and empirical Bayes statistics. A gene was considered statistically different in test condition versus the reference one for a log odd value (B) higher than 0. The whole procedure was carried out essentially as described in [51]. Miami compliant microarray data -including a detailed description of the experimental design and each hybridization experiment- were deposited in the Gene Expression Omnibus (GEO) database with the superSeries unique identifier GSE23052. The following link provide access to the deposited data http://www.ncbi.nlm.nih.gov/projects/geo/query/acc.cgi?acc = GSE23052.

### Q-PCR analysis

Q-PCR analyses were carried out from the same RNA extract used for microarray hybridization. Relative mRNA abundance levels of the mussel metallothionein genes mt10 (identified in the array with the EMBL ID AJ625847, see also Dataset S1) mt20 (which is not present in the array) and p53-like protein gene were evaluated through the SYBR green I chemistry, respectively according to [52] and [28] The mRNA abundance of chitinase genes AJ624093, AJ625569 and AJ624637 was evaluated in multiplex Taqman assay according to [51]. For other selected genes (AJ625256, matrilin isoform cra_b; AJ625621, hsp90; AJ625655, lethal giant larvae homolog 2; AJ624922, eukaryotic translation elongation factor 1 alpha 1; AJ624502, mam domain 2; AJ623584, nadh dehydrogenase subunit 5 and AJ516774, vitelline coat lysin m7) multiplex Taqman assay were set up ex novo. Probes and primer pairs were designed using the Beacon Designer v3.0 software (Premier Biosoft International, Inc.): all sequences are given in Table S1. cDNA (25 ng RNA reverse-transcribed to cDNA) was amplified into a CFX384 Realtime-PCR detection system (Bio-Rad laboratories) using the “iQTM Multiplex Powermix” (Bio-Rad laboratories) following the manufacturer instructions for the triplex protocol. All multiplex combinations accounted for the following dual fluorescence tags: 6-carboxyfluorescein (FAM)/Black Hole (BH)1; 6 - carboxy - 2′,4,4′,5′,7,7′ – hexachlorofluorescein *(*HEX)/BH1 and Texas Red/BH2. Briefly, cDNA was amplified in the presence of 1X iQTM Multiplex Powermix” (Bio-Rad laboratories), 0.3 µM each primer, and 0.1 µM each probe (Table S1) in a final volume of 10 µL. Relative expression data were geometrically normalized on 18S rRNA (L33452) and an invariant actin isotype (AJ625116). To this aim, a specific duplex Taqman assay was developed amplifying 0.25 ng RNA reverse-transcribed to cDNA in the presence of 0.1 µM each dual labelled probe (HEX/BH1 for actin; and Texas Red/BH2 for 18S rRNA), 0.1 µM and 0.4 µM each forward and reverse primer, respectively for 18S rRNA and actin (sequences are reported in Table S1).

For all Taqman assays, the thermal protocol was as follows: 30 s at 95 °C, followed by 40 cycles (10 s at 95 °C, 20 s at 60 °C). The Q-PCR reaction was performed on four biological replicates and three technical replicates. Statistical analysis were carried out on the group mean values using a random reallocation test [53]. All primers and dual labelled Taqman probes were synthesized by MWG-Biotech Gmbh (Germany).

### Functional genomic analysis

Functional characterization of mussel genes present in the array was based on GO annotation and carried out by means of the universal platform Blast2GO (B2GO) [54] using default parameters. Briefly, 1673 mussel sequence bearing a EMBL ID were subjected to the annotation analysis. 880 sequences showed no Blast-X [60] hits. Another 63 sequences showed no GO term mapping results. 873 mussel sequences were putatively annotated using GO terms obtained from the first 20 Blast-X hits or from protein domains obtained from InterProScan [61]. The latter results were reported in Dataset S1. GO term enrichment analysis was carried out through the implementation of a hypergeometric statistics (p<0.05) in which the distribution of GO terms in each set of interest was compared against the one relative the to whole microarray sequence catalogue. Cluster analysis of microarray data was computed using the Genesis software [55], [56].

## Supporting Information

Figure S1 **Q-PCR confirmation of the annual cycle gene expression trend (female digestive gland).** Shown are the average expression levels ± standard deviations relative to the reference condition (January) for the following genes: AJ624093, AJ625569, AJ624637, three different chitinases; AJ624922, eukaryotic translation elongation factor 1 alpha 1; AJ625256, matrilin isoform cra_b; AJ625243, p53-like protein gene; AJ625621, hsp90; AJ625847, mt10-IVb; AY566247, mt20; AJ625655, lethal giant larvae homolog 2; AJ624502, mam domain 2. All patterns, but that of p53-like could be confirmed. Data were geometrically normalized against actin and 18S rRNA. * Statistically different from the reference condition (January), p<0.05, random threshold cycle reallocation randomization test according to [53], n = 4.
(PDF)

Figure S2 **Q-PCR confirmation of the annual cycle gene transcriptomic trend (female mantle).** Shown are the average transcription levels ± standard deviations relative to the reference condition (Stage 1, early development) for the following genes: AJ625569, chitinase; AJ623584, nadh dehydrogenase subunit 5. Data were geometrically normalized against against actin and 18S rRNA. * Statistically different from the reference condition (January), p<0.05, random threshold cycle reallocation randomization test according to [53], n = 4
(PDF)

Figure S3 **Q-PCR confirmation of the annual cycle gene transcription trend (male mantle).** Shown are the average expression levels ± standard deviations relative to the reference condition (Stage 1, early development) for the following gene: AJ516774, acrosomal major protein M7. Data were geometrically normalized against actin and 18S rRNA. * Statistically different from the reference condition (January), p<0.05, random threshold cycle reallocation randomization test according to [53], n = 4.
(PDF)

Table S1 **Q-PCR primers and Taqman probes.**
(DOC)

Dataset S1 **Additional information to** **Fig. 2** **.** Output of the Gene Ontology term based gene annotation processes carried out using the bioinformatic platform Blast2GO.
(XLS)

Dataset S2 **Additional information to** **Fig. 3** **.** Gene Ids (EMBL) belonging to each k-means cluster.
(XLS)

Dataset S3 **Additional information to** **Table 2** **.** Differentially expressed genes in the digestive gland tissues of male vs female individuals (*Mytilus galloprovincialis*) sampled at stage 4 of gonad development. M represents the log2 relative expression of each gene in male vs female mussels. B represents the Bayes statistics. /represents mussel genes without an entry in the EMBL database.
(XLS)

Dataset S4 **Additional information to** **Fig. 4** **.** Log2 relative expression values (M) for the 369 differentially expressed genes (DEGs) identified in at least one condition across female gonad development (Stage 1 was used as reference condition). /represents mussel genes without an entry in the EMBL database.
(XLS)

Dataset S5 **Additional information to** **Fig. 5** **.** Log2 relative expression values (M) for the 354 differentially expressed genes (DEGs) identified in at least one condition across male gonad development (Stage 1 was used as reference condition). /represents mussel genes without an entry in the EMBL database.
(XLS)

# Supplementary material for: Gene Expression Rhythms in the Mussel Mytilus galloprovincialis (Lam.) across an Annual Cycle
**Source:** PLoS One. 2011 May 5;6(5):e18904. doi: 10.1371/journal.pone.0018904
**Supplement:** Figure S1 — Q-PCR confirmation of the annual cycle gene expression trend (female digestive gland). Shown are the average expression levels ± standard deviations relative to the reference condition (January) for the following genes: AJ624093, AJ625569, AJ624637, three different chitinases; AJ624922, eukaryotic translation elongation factor 1 alpha 1; AJ625256, matrilin isoform cra_b; AJ625243, p53-like protein gene; AJ625621, hsp90; AJ625847, mt10-IVb; AY566247, mt20; AJ625655, lethal giant larvae homolog 2; AJ624502, mam domain 2. All patterns, but that of p53-like could be confirmed. Data were geometrically normalized against actin and 18S rRNA. * Statistically different from the reference condition (January), p<0.05, random threshold cycle reallocation randomization test according to [53], n = 4.

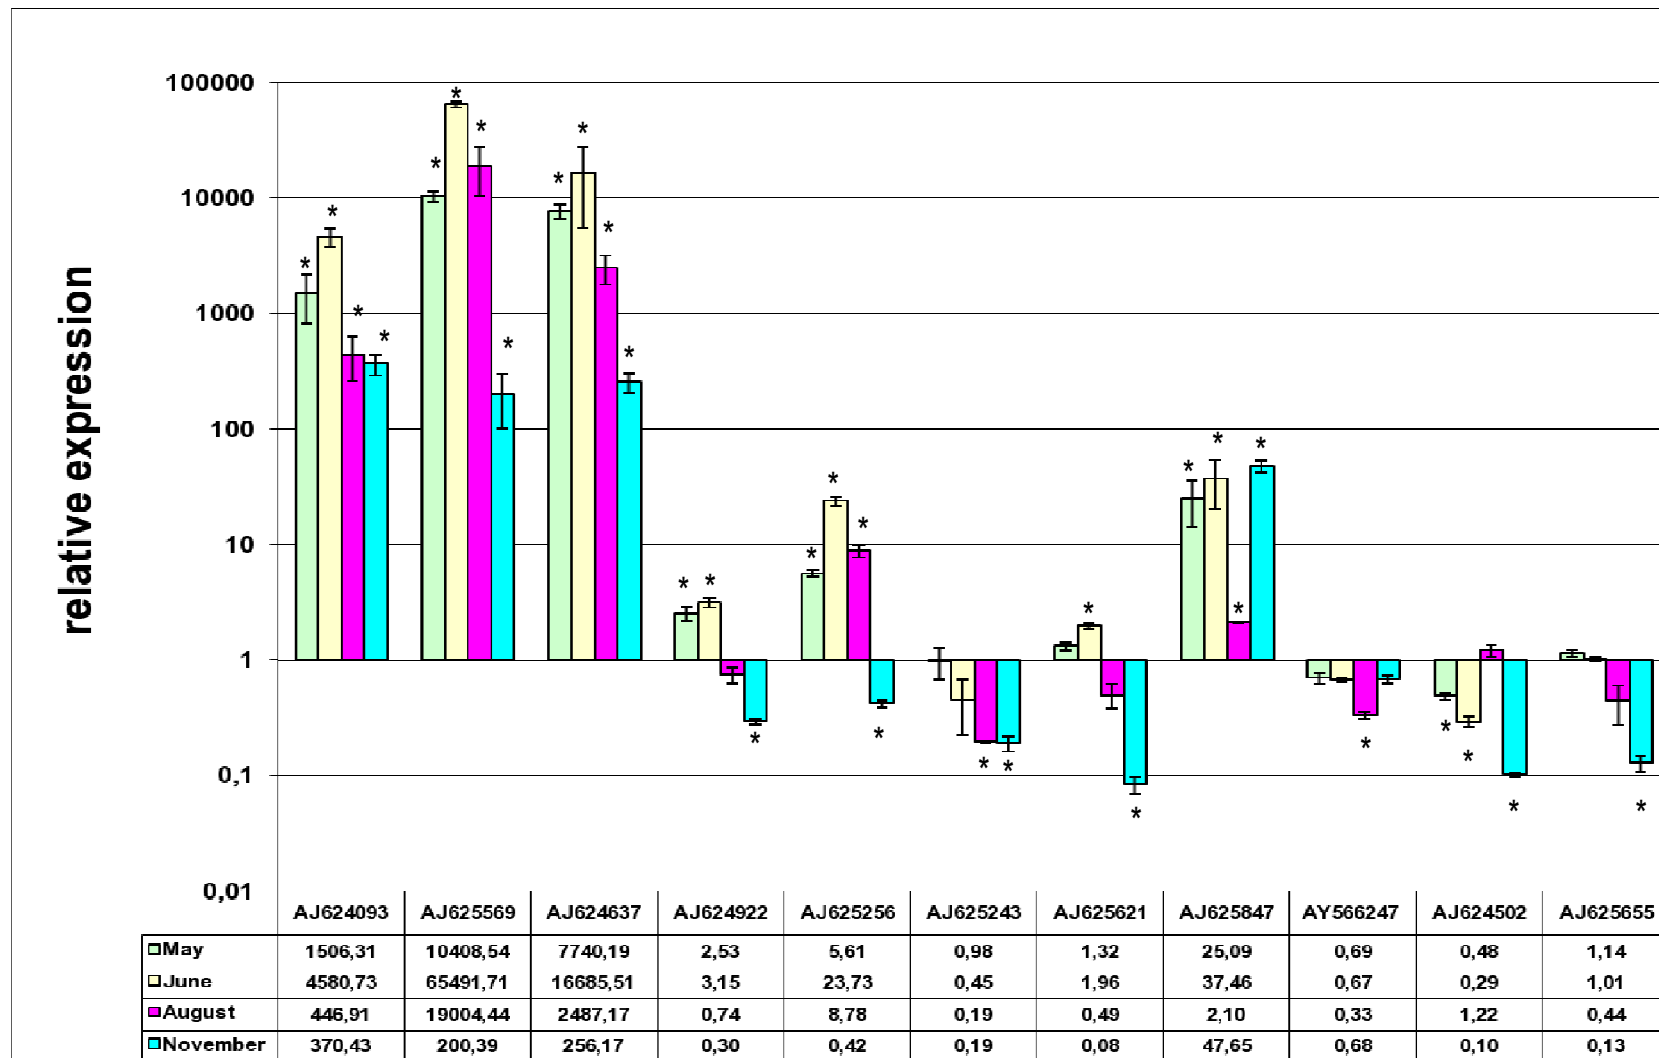

Suppl. Fig. S1. Q-PCR confirmation of the annual cycle gene expression trend (female digestive gland). Shown are the average expression levels $\pm$ standard deviations relative to the reference condition (January) for the following genes: AJ624093, AJ625569, AJ624637, three different chitinases; AJ624922, eukaryotic translation elongation factor 1 alpha 1; AJ625256, matrilin isoform cra_b; AJ625243, p53-like protein gene; AJ625621, hsp90; AJ625847, mt10-IVb; AY566247, mt20; AJ625655, lethal giant larvae homolog 2; AJ624502, mam domain 2. All patterns, but that of p53-like could be confirmed. Data were geometrically normalized against actin and 18S rRNA. * Statistically different from the reference condition (January), $p < 0.05$, random threshold cycle reallocation randomization test according to [53], $n=4$

# Supplementary material for: Gene Expression Rhythms in the Mussel Mytilus galloprovincialis (Lam.) across an Annual Cycle
**Source:** PLoS One. 2011 May 5;6(5):e18904. doi: 10.1371/journal.pone.0018904
**Supplement:** Figure S2 — Q-PCR confirmation of the annual cycle gene transcriptomic trend (female mantle). Shown are the average transcription levels ± standard deviations relative to the reference condition (Stage 1, early development) for the following genes: AJ625569, chitinase; AJ623584, nadh dehydrogenase subunit 5. Data were geometrically normalized against against actin and 18S rRNA. * Statistically different from the reference condition (January), p<0.05, random threshold cycle reallocation randomization test according to [53], n = 4

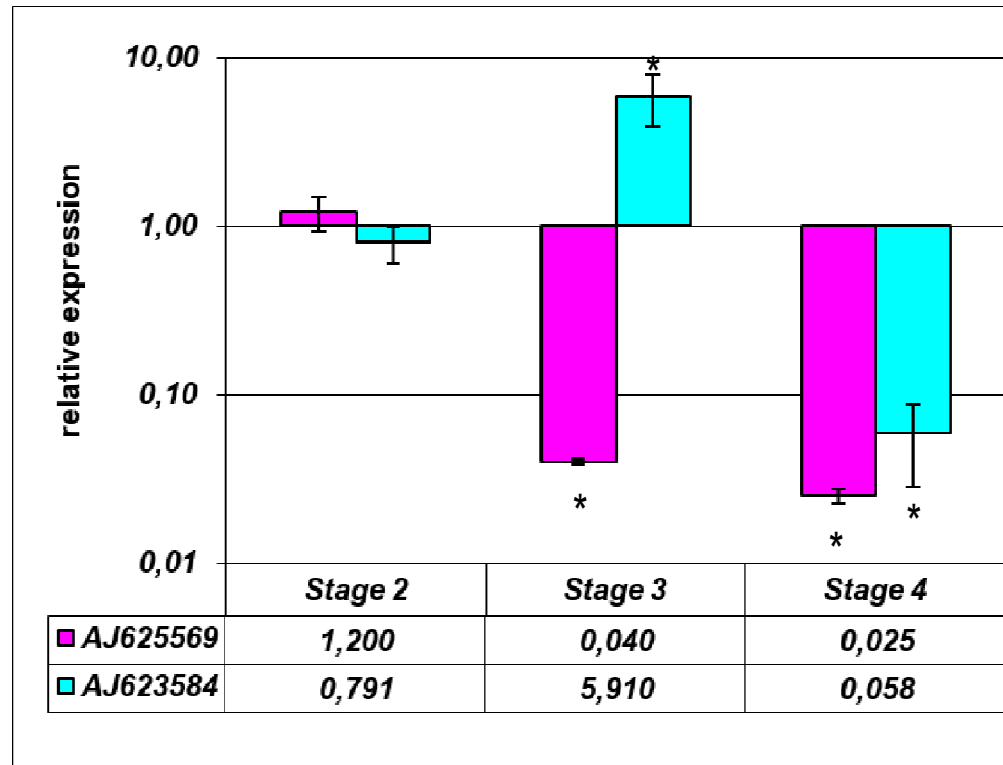

Suppl. Fig. S2. Q-PCR confirmation of the annual cycle gene expression trend (female mantle). Shown are the average expression levels $\pm$ standard deviations relative to the reference condition (Stage 1, early development) for the following genes: AJ625569, chitinase; AJ623584, nadh dehydrogenase subunit 5. Data were geometrically normalized against against actin and 18S rRNA.* Statistically different from the reference condition (January), $p < 0.05$, random threshold cycle reallocation randomization test according to [53], $n=4$

# Supplementary material for: Gene Expression Rhythms in the Mussel Mytilus galloprovincialis (Lam.) across an Annual Cycle
**Source:** PLoS One. 2011 May 5;6(5):e18904. doi: 10.1371/journal.pone.0018904
**Supplement:** Figure S3 — Q-PCR confirmation of the annual cycle gene transcription trend (male mantle). Shown are the average expression levels ± standard deviations relative to the reference condition (Stage 1, early development) for the following gene: AJ516774, acrosomal major protein M7. Data were geometrically normalized against actin and 18S rRNA. * Statistically different from the reference condition (January), p<0.05, random threshold cycle reallocation randomization test according to [53], n = 4.

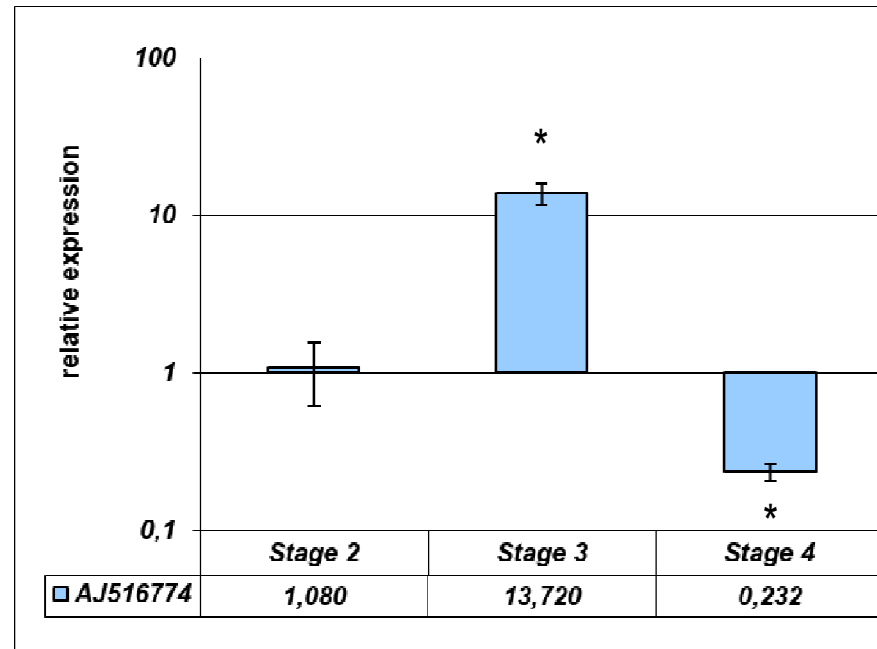

Suppl. Fig 3. Q-PCR confirmation of the annual cycle gene expression trend (male mantle). Shown are the average expression levels $\pm$ standard deviations relative to the reference condition (Stage 1, early development) for the following gene: AJ516774, acrosomal major protein M7. Data were geometrically normalized against actin and 18S rRNA. * Statistically different from the reference condition (January), $p < 0.05$, random threshold cycle reallocation randomization test according to [53], $n=4$

# Supplementary material for: Gene Expression Rhythms in the Mussel Mytilus galloprovincialis (Lam.) across an Annual Cycle
**Source:** PLoS One. 2011 May 5;6(5):e18904. doi: 10.1371/journal.pone.0018904
**Supplement:** Table S1 — Q-PCR primers and Taqman probes.

Table S7. Q-PCR primers and Taqman probes

| # | Gene _ID | Probe | Sense Primer | Antisense Primer |
| --- | --- | --- | --- | --- |
| 1 | AJ625256 | AACTTTTCCACCACGCCCGCCATT | AACATATACAGGCAAAGCACTACA | TCACCATCCGTAATGATAATTGCA |
| 2 | AJ625621 | AAGTCCTCGCTTCCTCAGTCTCTCAACA | CACAGGTGAATCCAAAGATGTTGT | ACTCATCAATGGGGTCTATCATGT |
| 3 | AJ625655 | CTCCATGTGCCCTCTGAGTGAAACTTGT | TCAGTGATGATCCTAGATTAGGCA | CGTTCCTCTCTTTCCATCTGTAAC |
| 4 | AJ624922 | ACAAACTGTCGCCGTAGGAGTCATCAAA | CGTTTTGCTGTCCGAGACATG | CCACGCCTCACATCATTTCTTG |
| 5 | AJ624502 | AGAGGACCAACACCAACAACAATGACTG | AACGAGAACTTTGAATTCCAGAGA | CTCAGTAATCGGGCATTTTCCATA |
| 6 | AJ623584 | ACCCTTGTCACAGTCTTCTTAACCCACG | CTTATTGCACCTATTCTTACCGGC | TTCGTCTGTAAACTGTCCAACAAA |
| 7 | AJ516774 | TGAACCGTCAGGTTGTCCTGCTGACCA | ACACAGCGGCAAATGGGATT | TGCGTAGACTGCTAAGCATGTT |
| 8 | AJ625116 | ACGCCAACACCGTCTTGTCTGGTGG | GTGTGATGTCATATCCGTAAGGA | GCTTGGAGCAAGTGCTGTGA |
| 9 | L33452 | ACCACATCCAAGGAAGGCAGCAGGC | CGGAGAGGAGCATGAGAAAC | CGTGCCAGGAGTGGGTAATTT |

Given are: #, a progressive number; Gene ID, EMBL or NCBI gene Identifier; Taqman probe, sense primer and antisense primer sequences. All sequence are given 5' to 3'. Legend: AJ625256, matrilin isoform cra_b; AJ625621, hsp90; AJ625655, lethal giant larvae homolog 2; AJ624922, eukaryotic translation elongation factor 1 alpha 1; AJ624502, mam domain 2; AJ623584, nadh dehydrogenase subunit 5; AJ516774, vitelline coat lysin m7; AJ625116, actin; L33452, 18S ribosonal RNA

How the deposited data were processed for this re-analysis (not part of the article)

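Mantle RNA of single female mussels at 4 stages of gonadal development was compared on 16 two-channel cDNA arrays, 4 for each of 4 comparisons in a loop (stage 2 against 1, 3 against 2, 4 against 3 and 4 against 1), with the dyes swapped on 2 of each 4. The authors scanned the arrays, quantified spots with GenePix and deposited intensity values: per spot, the mean foreground and the median local background in Cy5 and Cy3, not normalized. They also deposited a table of log2 ratios, which they made with limma by offset background subtraction and loess; the limma version is not given in the sources used here. Those log2 ratios run as channel 1 over channel 2, their column medians lie between -0.03 and 0.02, and they were matched by normexp with an offset of 50 followed by loess over all spots, a setting found by comparing many. Of the 4560 spots of an array, 3840 held the 1920 probes, 608 were empty and 112 were alignment spots. No column belonged to a sample outside the series.

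From the intensities, background was corrected with normexp (offset 50), and each array was normalized by loess with empty and alignment spots at weight 0 and averaged over the 2 spots of a probe. R 4.3.3 and limma 3.58.1 were used. All 16 arrays entered one fit with 3 stage coefficients against stage 1, each array as the stage in Cy5 minus the stage in Cy3, and the changes of stage 3 against 2 and stage 4 against 3 came from the same fit. A probe was called when its Benjamini-Hochberg adjusted p was under 0.05 and its log odds B above 0, with a prior share of changed probes of 0.01. The methods of the paper give the condition on B, and the legend of Figure 2 adds the adjusted p. Printed SEs are those of the moderated fit; printed SDs are over arrays or over replicate numbers, as stated. The size of the change was the root mean square log2 change less the mean squared standard error, compared between stages by exact sign flips over 4 replicate numbers, each solved from the 4 arrays that share it (a grouping set in advance that rests on the numbers alone), for which no p under 0.05 can be had. Per number, the error was taken from the residual spread over all arrays, and an estimate below 0 was set to 0. The fit was tested on simulated data with the spread of the real arrays and 200 of 1920 probes changed: for stage 3 against stage 1, 22% of the probes changed by 0.5 on the log2 scale, 66% of those changed by 1, 100% of those changed by 2 and 98% of those changed by 3 were called, with 0 of the unchanged probes called. For changes of 0.5 and 1, 26% and 76% were called at stage 2 against 1, and 34% and 74% at stage 4 against 1. The noise was drawn independently for each array, so the simulated loop closed up to noise, unlike that of the real arrays. The shares called, and the absence of false calls, may therefore not hold for the real data.

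Signal over background, the measure of depth used for these arrays, was taken as the share of probe spots brighter than the 95th percentile of the empty spots, which was set after the files were seen; it ran from 44.5% to 92.4% over channels. All named probes were above it in at least 2 of the 8 channels of every stage. The fewest were 2 for AJ625903 and 3 for AJ625939, both at stage 3, and the other named probes had at least 5. In a channel where a probe is not above the empty spots its ratio is taken against a signal near background, and no change was turned into a bound. No 2 arrays of a comparison differed by less than the noise between duplicate spots (lowest ratio of variances 1.39). The labels describe single individuals and 4 biological replicates but do not say which animal is on which array, so p-values measure the spread between these arrays, in which an animal may appear more than once. Replicate numbers were tested for pairing: the 16 correlations between deviations of same-numbered arrays lay between -0.273 and 0.266, with 4 over 0.1, so the numbers were not taken as pairs in the fit; the size of the change was still computed per number. One array has a label field that conflicts with its title and month (replicate 4 of stage 3 against 2), and was used as stage 3.

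Descriptions and GO terms came from Dataset S1. EMBL identifiers came from Dataset S4, by pairing its rows with clones on their values (tolerance 0.005, median difference 0.00109). As a check, 2 of 7360 decoy rows, with values drawn from different rows, found a clone within the tolerance. Closeness of the present values to those in Dataset S4 follows from this pairing and from the shared arrays. The EMBL identifier AY484747, the mitochondrial genome, is shared by 15 clones, which were kept separate. The genes named in the text were fixed by a rule written before the data were examined, although the values of Dataset S4 had been seen: every gene the paper names for female mantle or measured there by Q-PCR; the 6 largest rises and 6 largest falls at each stage among called probes with a description and with an unchanged sign when each replicate number is left out; up to 3 members of each gene list; and a set of genes that the rule calls named for males, of which hsp90, matrilin, mt10 and p53-like are in the paper genes of the digestive gland. The members taken from a list were those with the largest absolute change at the stage where it had most called members, so they are not typical of the list. Cytochrome oxidase subunit I was named in addition, after its values were seen, as were the values of any gene at the steps between stages. The 19 gene lists were fixed from descriptions, GO terms and clusters of the supplementary data sets. Camera and fry tests of these lists had been planned and were not run, because the copies of Dataset S4 and Dataset S5 used here each hold 1 row fewer than the 369 and 354 genes that the paper gives. For the overlap with Dataset S4, the number of its rows called here is given without a test. The design had planned to pair rows by EMBL identifier; the scanner files carry none, so values were used. Alternatives covered background correction, normalization, dim probes, duplicate spots, a dye coefficient, array weights, the replicate numbers, the authors' log2 ratios, the conflicting label, each array and each replicate number left out, and the thresholds. After the data were seen, the arrays of each comparison were left out in turn, and the authors' ratios were tested with B alone and a prior share of 0.1. Male mantle and digestive gland arrays were not analysed here.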

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

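Values of the 4 arrays of each comparison were examined for 9 genes, in 36 groups; a gap test flags about 1 group in 20 by chance, and 6 stood out. The direction, brightness and label tests below were set before their results were seen, and the tests on animals and on digestive gland after.

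Of the 6, 4 are chitinases on 1 array, on which the other 2 named chitinases also stood apart, with gaps short of the limit. On replicate 1 of stage 2 against stage 1 the log2 ratio was 2.32 for AJ624637 (others 0.49 to 0.73), 2.52 for AJ624093 (others 0.45 to 0.72), 2.30 for AJ625778 (others 0.44 to 0.64) and 2.51 for AJ625051 (others 0.49 to 0.73), and it was 2.10 for AJ625569 (others 0.39 to 0.70) and 1.87 for AJ623376 (others 0.37 to 0.64). The chitinase AJ623376 was at -3.24 on replicate 1 of stage 3 against stage 2, where the others lay between -2.27 and -2.20. The ATP synthase beta subunit AJ625661 was at -0.002 on replicate 3 of stage 4 against stage 1, where the others lay between 0.28 and 0.29.

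The chitinases belong to a list that peaked in the digestive gland in summer. Digestive gland tissue in some mantle samples is a candidate explanation of their fall at stage 3. The median stage 3 against stage 2 change of the digestive enzymes other than chitinases was 0.301, against -2.46 for the chitinases, but the test asked for 5 or more enzymes and only 3 are named, all chosen by the study on these arrays, so it carries no weight. At stage 2 against stage 1 the median was -0.74 for these 3, of which 2 were lower, and 0.72 for the chitinases. With so few enzymes, digestive gland tissue and a change within the mantle cannot be told apart.

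The comparisons of the loop do not add up. For each probe the direct change of stage 4 against stage 1 was set against the sum of the other 3 comparisons; across probes they correlated with an r of 0.054, and the root mean square mismatch was 0.796 where the spread between replicates gives 0.383. Reversing 1 or more comparisons left the mismatch at 0.848 or more, and leaving out the array with conflicting labels left it at 0.815 (0.401 from replicates), which argue against both. Among the brightest probes r was 0.213, below the limit that had been set for dim spots as the explanation. It was higher than over all probes, and the r that replicate noise allows was not computed, so a contribution of dim spots is not excluded. Different animals on the arrays of different comparisons may explain it, and 13.5% of probes had a mismatch at an adjusted p under 0.05 from limma, but the labels do not name the animals, so this stays open, as does a difference between batches of arrays.

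Outside the copy of Dataset S4 used here, 19 probes without a name changed in at least one comparison with stage 1. The paper counts 1 gene more than that copy holds, so whether 1 of the 19 is in its list is not known.

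Chance was tested by giving the 16 arrays other directions, with 100 sets drawn, the real one included. For each of the 6 counts only 1 set, the real one, called as many probes, so chance in the directions, with the arrays taken as independent, can be excluded for the counts. An animal on more than 1 array, or a difference between the animals or batches of a comparison, is not covered by this test. The real and the highest other counts were 140 and 31 for stage 2 against 1, 154 and 71 for stage 3 against 1, 81 and 50 for stage 4 against 1, 235 and 161 for stage 3 against 2, 94 and 65 for stage 4 against 3, and 274 and 78 for at least one comparison with stage 1.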

How the results depend on the processing

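The settings that leave out the arrays of a whole comparison, and the authors' ratios with B alone, were chosen after the data were seen. Of 101 results for single genes, 42 alternatives gave 4242 values: 3687 kept their direction and side of the threshold, 388 lost the call, 91 gained it and 76 changed sign. Part of this was fixed in advance. Some genes were named because their sign held with each replicate number left out, and looser thresholds can neither lose a call nor turn a sign. No setting moved the median of all probes by more than 0.089. Every setting centred each array, so this median could hardly move and says little about the settings. For counts and sizes not given below, the alternatives stayed within 1.5 times the count or 1 SD of the size. The cause of a change was not tested unless its construction gives it. Alternatives on spot flags were not run, as the files used here carry no flags, nor were camera and fry. Signal over background limits the dimmest channel, where 44.5% of spots stood above the empty ones.

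Called probes at stages 2, 3 and 4 against 1, 3 against 2, 4 against 3, and in any comparison with stage 1 were 356, 294, 215, 498, 183 and 583 with an adjusted p alone, 50, 87, 37, 140, 18 and 129 with a log2 change of at least 1, 327, 283, 215, 391, 183 and 558 with a prior share of 0.1, and 329, 289, 218, 397, 214 and 570 with the authors' ratios, B alone and that prior share; the first 3 follow from the looser or stricter threshold, and the last also changes the values. Stage 2 against 1 had 92 with plain background subtraction, 236 with spots kept separate and 93 without the 4 against 3 arrays. Stage 3 against 1 had 87 with median centring. Stage 4 against 1 had 231 with median centring, 51 without background correction, 123 with spots kept separate and 134 without the 2 against 1 arrays. Stage 3 against 2 had 138 without its own arrays. Stage 4 against 3 had 156 with spots kept separate, 147 with array weights and 56 with the conflicting label as stage 4. With the replicate block, whose numbers do not pair the arrays (correlations -0.273 to 0.266), stage 4 against 1 had 34, and the other counts stayed within 1.5 times. Leaving out arrays or replicate numbers gave 53 to 149 at stage 2, 93 to 163 at stage 3, 49 to 83 at stage 4, 46 to 97 for 4 against 3 and 160 to 287 for any comparison, lowest without replicate number 2 except for 4 against 3 (number 3). Rises among calls moved to 95.0% for 4 against 3 and 41.2% for 3 against 2 with median centring.

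The size at stages 2, 3 and 4 was 0.567, 0.568 and 0.619 with plain subtraction, 0.321, 0.301 and 0.269 without background correction, and 0.185, 0.186 and 0.2 as a median absolute change. It was 0.518 (stage 2) and 0.565 (stage 4) with median centring, 0.5 (stage 3) with offset 16, and without the arrays of 2 against 1, 0.771 (stage 2) and 0.594 (stage 3), of 3 against 2, 0.591 (stage 3), of 4 against 3, 0.542, and of 4 against 1, 0.568. Chitinases lower at stage 3 numbered 3 without background correction, 0 with median centring, 1 with scale normalization, 0 without the arrays of 4 against 3 or of 4 against 1, and 2 to 6 with arrays or numbers left out (2 without number 2 or 4). Mitochondrial probes higher at stage 3 numbered 6 without the arrays of 2 against 1 or of 3 against 2, and at stage 3 against 2, 10 without its own arrays.

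Changes of sign were as follows. At stage 2, AJ623584 was at 0.15 with plain subtraction, 0.006 with offset 16, 0.043 with scale normalization and 0.11 without the arrays of 3 against 2, 4 against 3 or 4 against 1. AJ625661 was at -0.019 without background correction, -0.034 with the conflicting label as stage 4 and -0.072 without the 2 against 1 arrays. Without those arrays AJ623376 was at -0.15, AJ624337 at 0.75, AJ624381 at 0.35, AJ624752 at -0.19, AJ625051 at -0.16, AJ625569 at -0.19, AJ625778 at -0.55, AJ625829 at 0.85 and AJ625851 at 1.27. AJ516600 was at 0.034 without the arrays of 3 against 2, 4 against 3 or 4 against 1, and with print-tip loess AJ624637 was at -0.42 and AJ624752 at -0.16. At stage 3, AJ624361 was at 0.29 with median centring, 0.12 without background correction, 0.17 with array weights, 0.20 with scale normalization and 0.19 without the arrays of 4 against 3 or 4 against 1. AJ624615 was at -0.008 without background correction, -0.14 with array weights and -0.53 without the arrays of 4 against 3 or 4 against 1, where AJ625071 was at -0.091, AJ625243 at 0.25 and AJ625847 at 0.20. AJ625243 was at 0.065 with print-tip loess. At stage 4, AJ623584 was at -0.033 without background correction, -0.053 with scale normalization and -0.13 without the arrays of 2 against 1, 3 against 2 or 4 against 3. AJ625847 was at 0.28 with median centring, 0.11 without background correction, 0.28 with array weights and 0.98 without the arrays of 4 against 1, where AJ625243 was at 0.67. With arrays or numbers left out AJ623584 ran from -0.28 to 0.024 at stage 2 and from -0.15 to 0.73 at stage 4, AJ624361 from -0.27 to 0.12 and AJ624615 from -0.072 to 0.12 at stage 3, and AJ625847 from -0.14 to 0.13 at stage 4.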

Differences from the paper's values

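By Q-PCR the paper shows the ND5 transcript at stage 4 at about 0.058 times its stage 1 level in Figure S2, read by eye; the arrays gave 1.1. For the chitinase AJ625569 the figure shows about 0.040 at stage 3 and about 0.025 at stage 4, where the arrays gave 0.318 and 0.231. The 3 values differed under every alternative set before the data were examined, and no such alternative brought one of them within the paper's. Q-PCR and arrays are different assays, and the paper's values were read as linear ratios. Only values that differ are listed here. For the chitinase both assays gave a fall at both stages, and the paper holds that Q-PCR bore out the trends of ND5 and chitinase.

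The paper states that the greatest differences from stage 1, and the maximum change, were at stage 3. At the thresholds used here 154 probes changed at stage 3, 140 at stage 2 and 81 at stage 4. These counts do not have equal power, because stage 3 was never hybridized against stage 1. In the simulated data, where unlike here the loop closed up to noise, 76%, 66% and 74% of the log2 changes of 1 were called at stages 2, 3 and 4. More probes changed at stage 2 than at stage 3 with median centring, an adjusted p alone, a prior share of 0.1, spots kept separate, the replicate block, print-tip loess, scale normalization, no background correction or the conflicting label as stage 4, and, chosen after seeing the values, with the authors' ratios, B alone and a prior share of 0.1 or without the arrays of stage 2 against 1. With median centring stage 4 led, with 168, 87 and 231 at stages 2, 3 and 4. Stage 3 led in every other setting run, each array and each replicate number left out included. In that order the counts were 50, 87 and 37 with a log2 change of at least 1, and 92, 146 and 95 with plain background subtraction. They were 86, 125 and 64 without replicate number 1, 53, 93 and 49 without number 2, 95, 105 and 60 without number 3 and 81, 114 and 53 without number 4. The lead over stage 2 was narrow with a dye coefficient (156 and 157 at stages 2 and 3) and with array weights (167 and 169). By root mean square log2 change stages 2, 3 and 4 were at 0.444, 0.439 and 0.429 over all arrays. Values solved separately per replicate number had SDs of 0.059, 0.058 and 0.134.

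The paper names ATP synthase among the transcripts that rose. Of 3 named probes for its subunits, 2 rose at stage 3, and the beta subunit AJ624752 was at 0.47 (adjusted p = 0.0194 from limma, B = -1.91). The paper reports a fall of the chitinase variants at stage 3, where AJ625051 was at -1.23 (adjusted p = 0.0138 from limma, B = -1.5); the other 5 fell.

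The paper's 369 genes differ by less than 1.5 times from the 274 probes here, at B above 0 with an adjusted p under 0.05. Of the rows of the copy of Dataset S4, 255 were called here. Duplicate spots kept separate called 385 probes and 360 of the rows, an adjusted p alone 583 and 362, and a prior share of 0.1 558 and 361. The authors' ratios with B alone and a prior share of 0.1, chosen after seeing the values, called 570 probes and every row, dropping 0. The authors' ratios at the thresholds used here called 286 probes and 266 rows, and array weights and a dye coefficient called 265 of the rows each. Settings that called AJ624752 at stage 3 were spots kept separate, an adjusted p alone, a prior share of 0.1, the authors' ratios with B alone and that share, and leaving out replicate 1 of stage 4 against 1; AJ625051 was called by the first 4 of these, by plain background subtraction, by the replicate block, without replicate 1 of stage 2 against 1, without replicate number 1, and, chosen after seeing the values, without the arrays of stage 2 against 1.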

Other observations

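The settings that leave out the arrays of a whole comparison were chosen after the data were seen. Genes not described above include 6 named developmentally regulated vdg3 genes. At stage 2 against stage 1 the fit gave them a median log2 change of -1.65, and all 6 had an adjusted p under 0.05 from limma (0.00366 to 0.0235), while 1 of the 6 (AJ623429, at -2.41) also passed the threshold on B (6 lower when adjusted over the list alone, not independent evidence). The means of the 6 over the 4 arrays of that comparison lay between -3.29 and -1.51, and AJ623429 did not pass both thresholds without background correction, with median centring, without any 1 array of that comparison or without any 1 replicate number. Without the arrays of stage 2 against stage 1, chosen after the data were seen, the median for the same comparison was 0.85 and 1 was higher, and 6 were lower without the arrays of any 1 other comparison. Histones and DNA replication genes had 2 of 4 named members lower at stage 2 (2 over the list alone), h2a histone member z (AJ516582) at -1.26 and minichromosome maintenance component 5 (AJ516412) at -0.98. With median centring neither passed both thresholds (1 lower and 1 higher of the 4 at an unadjusted p under 0.05 from limma), without replicate number 2 or 4 neither passed, AJ516582 did not pass without background correction, AJ516412 not with the replicate block or without replicate 2 of stage 2 against 1, and, chosen after the data were seen, neither without the arrays of stage 3 against 2, 4 against 3 or 4 against 1. The p-granule associated gene pan-1 (AJ623653), related to germ granules, was at -2.20 at stage 2 (SE 0.36, adjusted p = 0.000734 from limma), and did not pass without the arrays of stage 3 against 2 or of stage 4 against 3 (-1.71), chosen likewise.

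Collagens and matrix proteins had 2 of 3 named members higher at stage 3 (2 over the list alone), a type alpha 1 chain (AJ625457) at 1.16 (SE 0.13, adjusted p = 2.6e-05 from limma) and a collagen alpha-1 chain (AJ626467) at 0.83, which did not pass both thresholds with median centring, with the conflicting label as stage 4, without replicate number 1, 2 or 4, or without the arrays of stage 2 against 1 or 3 against 2. Of the 2 byssus genes, which encode proteins of the attachment threads, foot protein-6 variant-1 (AJ626112) was higher at stage 3 by 1.24 and precollagen-D (AJ625760) was lower, at -1.13 (1 and 1 over the list alone); the first did not pass without background correction or without the arrays of stage 2 against 1 or 3 against 2, and the second not with the replicate block or without the arrays of stage 4 against 3. Of 2 muscle genes 1 was lower at stage 2 (unc-89, AJ624863, at -0.79) and 1 at stage 3 (1 over the list alone at each), none without background correction or without the arrays of any 1 comparison (1 lower at each stage at an unadjusted p under 0.05 from limma); AJ624863 also did not pass without replicate 1 or 4 of stage 2 against 1 or without replicate number 1, 3 or 4. Of 2 cytoskeleton genes 1 was higher at stage 3 (1 over the list alone), beta tubulin (AJ516796) at 0.49, which did not pass in most other settings, such as plain background subtraction (0.68) or median centring (0.69). The single immune gene, gram negative bacteria binding protein 2 (AJ625829), was at -1.12 at stage 2 (adjusted p = 0.0202 from limma, B = -1.78) and missed the threshold on B alone (1 lower over the list alone), which it passed with plain background subtraction, with spots kept separate and with the replicate block, and it was at 0.85 without the arrays of stage 2 against 1. Of 3 named digestive enzymes 2 were lower at stage 2 (3 over the list alone), trypsin-like enzyme (AJ624548) at -1.84, which did not pass without replicate number 1 or without the arrays of stage 3 against 2 or 4 against 3 (-1.47), and endo-beta-glucanase (AJ623374) at -0.74, which did not pass with median centring (-0.08).

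The paper's male values (Dataset S5, 353 of its 354 rows used here) were compared with the female changes over 158 genes that both name once. These are genes that the study called changed in both sexes, so the values hold for genes selected for change, and none was computed for unselected genes. Across genes, which are not independent replicates, the correlation was 0.859 at stage 2, 0.376 at stage 3 and 0.662 at stage 4. Of genes that the paper measured by Q-PCR in the digestive gland (Figure S1), p53-like alone had an array pattern that Q-PCR did not bear out there. In female mantle the p53-like AJ625243 was at -2.51 at stage 2 (SE 0.51, adjusted p = 0.00291 from limma) and mt-10b (AJ625847), another of those genes, at -1.19 (SE 0.20, adjusted p = 0.000977). Neither passed without background correction, with median centring or without replicate number 1, AJ625243 also not with the authors' ratios, without replicate 1 or 2 of stage 2 against 1, without replicate number 2 or 3 or without the arrays of any comparison but stage 4 against 1, and mt-10b also not without those of stage 3 against 2 (-0.84).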
